# Genome-wide differential gene expression in immortalized DF-1 chicken embryo fibroblast cell line

**DOI:** 10.1186/1471-2164-12-571

**Published:** 2011-11-23

**Authors:** Byung-Whi Kong, Jeong Yoon Lee, Walter G Bottje, Kentu Lassiter, Jonghyuk Lee, Douglas N Foster

## Abstract

**Background:**

When compared to primary chicken embryo fibroblast (CEF) cells, the immortal DF-1 CEF line exhibits enhanced growth rates and susceptibility to oxidative stress. Although genes responsible for cell cycle regulation and antioxidant functions have been identified, the genome-wide transcription profile of immortal DF-1 CEF cells has not been previously reported. Global gene expression in primary CEF and DF-1 cells was performed using a 4X44K chicken oligo microarray.

**Results:**

A total of 3876 differentially expressed genes were identified with a 2 fold level cutoff that included 1706 up-regulated and 2170 down-regulated genes in DF-1 cells. Network and functional analyses using Ingenuity Pathways Analysis (IPA, Ingenuity^® ^Systems, http://www.ingenuity.com) revealed that 902 of 3876 differentially expressed genes were classified into a number of functional groups including cellular growth and proliferation, cell cycle, cellular movement, cancer, genetic disorders, and cell death. Also, the top 5 gene networks with intermolecular connections were identified. Bioinformatic analyses suggested that DF-1 cells were characterized by enhanced molecular mechanisms for cell cycle progression and proliferation, suppressing cell death pathways, altered cellular morphogenesis, and accelerated capacity for molecule transport. Key molecules for these functions include E2F1, BRCA1, SRC, CASP3, and the peroxidases.

**Conclusions:**

The global gene expression profiles provide insight into the cellular mechanisms that regulate the unique characteristics observed in immortal DF-1 CEF cells.

## Background

Normal (primary) cultured cells derived from living tissue exhibit a limited life span reaching replicative senescence in a non-dividing state [1]. Each cell division results in the generation and accumulation of various cellular genetic alterations, such as telomere shortening caused by the inability of DNA polymerases to fully replicate the ends of linear chromosomes [2,3]. This inability to overcome these alterations ultimately leads to cellular aging. Most cells are unable to overcome senescence unless key tumor suppressor pathways are first altered. Thus, cellular immortalization has been achieved by genetic alterations which bypass the stages leading to cellular senescence.

Spontaneous immortalization is a rare event in human and avian cells, but occurs much more frequently in rodent cells [4]. Unlike virally or chemically induced tumor cell lines, spontaneously induced, non-transformed cell lines lacking endogenous and exogenous viral genomes are much more useful for studying the conversion to an immortal state and to evaluate the effects of viral infection. Traditionally, in the absence of a suitable avian cell line, primary chicken embryo fibroblasts (CEF) have been used in virology and vaccine production, although a major disadvantage is the fluctuation of virus titers from lot to lot. Thus, there are advantages to using a spontaneously immortalized non-transformed cell line for vaccine production, which provides an unlimited supply of identical cells.

The immortal DF-1 CEF cell line was established spontaneously from Line 0 (endogenous-virus negative; [5]) embryos and has been widely used for the propagation of various avian viruses, including avian sarcoma leukosis virus [6,7], avian leukosis virus [8], Marek's disease virus [9], avian influenza virus [10,11], infectious bursal disease virus [12], and avian metapneumovirus [13,14]. The non-transformed DF-1 CEF cell line has been continuously grown in culture for more than 300 passages and does not harbor any known endogenous viruses [7,15]. DF-1 cells have enhanced growth potential compared to their primary CEF counterparts [6,16]. The morphology of DF-1 cells is that of a typical spindle-shaped fibroblast, but is much smaller than its primary CEF counterpart (Figure 1; [17]).

**Figure 1:**
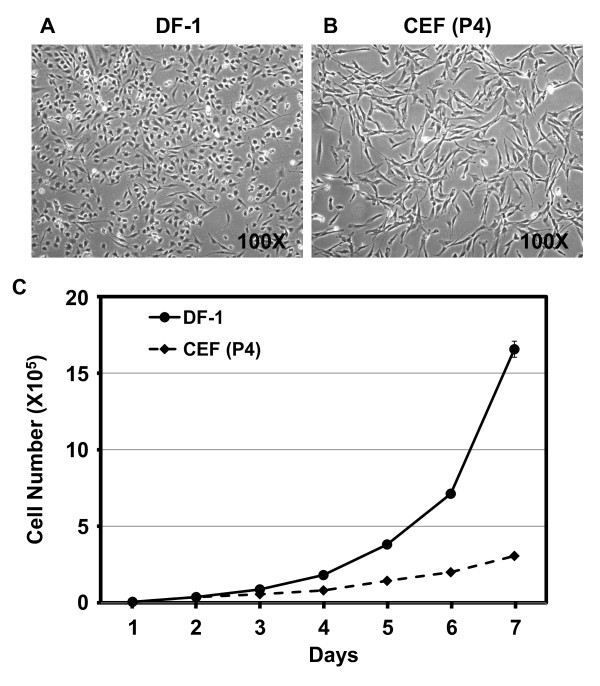
**Morphology and cell growth kinetics for DF-1 and primary CEF (passage 4) cells**. Cell images for DF-1 (P285) (A) and primary CEF (P4) (B) cells were obtained by inverted microscopy at 100× magnification. (C) Growth kinetics. Immortal DF-1 and primary CEF cells were seeded at 1 × 10^5 ^cells per 10-cm dish and the accumulated cell numbers were counted at each day for 7 days. Experiments were repeated three times.

Various genetic, biochemical, and physiological characteristics of the DF-1 cell line have been reported. At the chromosomal level, DF-1 cells display different ploidy lineages and chromosomal rearrangements by maintaining a complex derivative karyotype which may be caused by chromosome fusions in homozygous and heterozygous conditions. In addition the DF-1 cells contain a greater amount of telomeric sequence repeats per genome compared to normal chicken cells and to a telomerase positive transformed lymphoma cell line [18]. Chromosome rearrangements and different ploidy thus may influence structural or dosage-related alterations in gene expression. Indeed, DF-1 cells retain various genetic alterations of down-regulated p53 function, an up-regulated pRB (retinoblastoma protein) and E2F1 pathway, and elongated telomere length, which are commonly found in immortalized cells [19]. Compared to the parent line of primary CEF cells, DF-1 cells were shown to transcriptionally increase mitochondrial encoding gene expression and elevated mitochondrial respiratory functions, which supports its rapidly dividing cellular characteristics [16]. Moreover, cellular antioxidant genes, such as manganese containing superoxide dismutase (MnSOD or SOD2), copper-zinc containing SOD (CuZnSOD or SOD1), and catalase were deregulated transcriptionally and functionally in the DF-1 cell line. These deregulated antioxidant functions may be considered to be responsible for hypersensitivity to oxidative stress shown in DF-1 cells [20-22].

The DF-1 CEF cell line is a biologically important spontaneously immortalized cell line that has been utilized by great number of research groups for a host of research topics. Due to the diverse utility and the potentially unique genetic characteristics, the DF-1 cell line (along with several other chicken cell lines and chicken breeds) will be subjected to whole genome sequencing within the year (personal communication Jerry Dodgson, Michigan State University).

Biologic, virologic and important genetic alterations in immortal DF-1 CEF cells have been reported, however there are no reports concerning genome-wide gene expression profiling of the DF-1 cells to our knowledge. Thus, the major goal of this study was to conduct global gene expression analysis to profile differentially expressed genes in DF-1 CEF cells compared to their primary CEF counterpart using a 44K chicken oligo microarray. The results indicate that DF-1 cells retain cellular characteristics of enhanced cell cycle progression and proliferation, down-regulated cell death pathways, hyperactive mitochondrial functions, and altered cellular morphogenesis.

## Results and Discussion

### Morphology and growth characteristics of DF-1 CEF cells

Immortal DF-1 CEF cells have been growing continuously in culture for a number of years. DF-1 cells at passage 285 morphologically showed typical characteristics of fibroblast cells, but are clearly smaller in size especially regarding cellular projections compared to primary passage 4 CEF cells (Figure 1A and 1B). Growth rates of DF-1 cells showed between 1.0 to 1.2 population doublings per day (PD/d) compared to 0.6 - 0.8 PD/d of primary CEF cell counterpart (Figure 1C).

### Gene expression profile of immortal DF-1 CEF cells

To find transcriptional alterations in DF-1 cells, genome-wide expression profiling was conducted using RNA from primary and immortal DF-1 CEF samples. 

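RNA from primary CEF cells at passage 4, fibroblasts dissociated from whole embryos, and from DF-1 cells at passage 285 was hybridized together on each of 4 arrays. The paper and the sample labels give these as 4 biological replicates, while the design text of the data record mentions 1 sample of each cell line. If 1 culture of each had supplied all arrays, every SD and p over n = 4 would measure the repetition of the assay and not the variation between cultures. Primary CEF cRNA carried Cy3 and DF-1 cRNA carried Cy5 on all 4 arrays, so a probe's response to the dye and its difference between the cell lines cannot be separated. The authors corrected the intensities for background, normalized them within each array by loess and deposited 1 ratio of DF-1 over primary CEF per spot and array. The deposited ratios covered 45220 spots, of which 42034 were gene probes, with 0 missing values. The log2 ratios were averaged over the 4 arrays, and the mean was tested against 0 with limma. A gene was called higher or lower in DF-1 cells where the unadjusted p was under 0.05 and the mean log2 ratio passed 1 or -1, the thresholds of the paper's methods. Adjusted p values are those of limma after Benjamini-Hochberg adjustment over the 42034 probes, and errors are the SD over the 4 arrays. The number of arrays limits the precision. The median log2 ratio of the gene probes was -0.04, 0.20, 0.21 and 0.47 on arrays 1 to 4, so that shifting each array to a median of 0 took these amounts off its values. Probes without any transcript to match, the negative controls, had medians of 0.02, 0.17, 0.38 and 0.53 on the same arrays. Of the gene probes, 38231 carried a sequence accession, and symbols could be given to 958 probes for 936 genes, of which 909 probes were named from the study's own complete tables and 49 from RefSeq accessions alone.

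**Figure D1:**
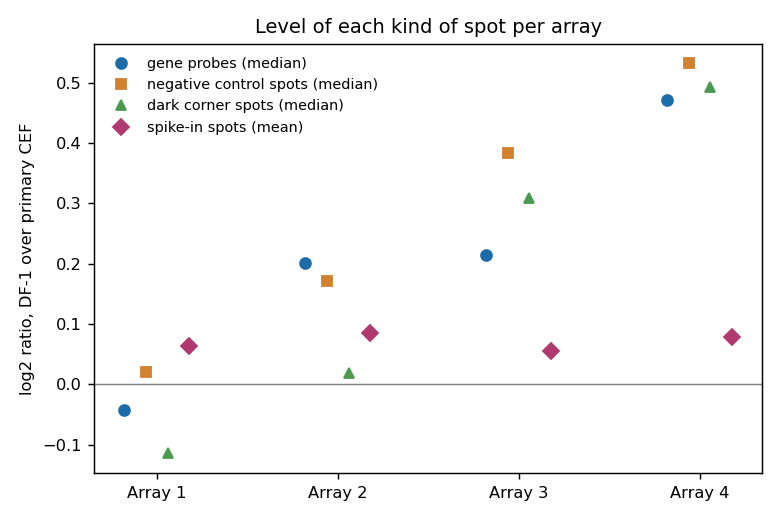
Level of each kind of spot on the 4 arrays, as the log2 ratio of DF-1 over primary CEF. Points are medians of the gene probes, negative controls and dark corner spots, and means of the spike-in spots. The gene probes and negative controls are lowest on array 1 and highest on array 4.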

Although the primary CEF counterpart cells used in this study (SPF embryo origin) were not the original embryonic cells used for the establishment of DF-1 cells [from Line 0 (endogenous-virus negative) embryo origin], comparison of transcriptional alterations by microarray analysis was conducted to understand cellular characteristics of immortal- and rapidly growing DF-1 CEF cells compared to early passage of primary CEF cells having limited life-span and a relatively slow proliferation rate. Of the 44K probes used in the microarray analysis, a total of 3876 differentially expressed genes were identified in DF-1 CEF cells with a 2 fold level cutoff that included 1706 up-regulated and 2170 down-regulated genes (Additional file 1). 

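In the deposited ratios, 2571 probes were higher and 2548 were lower in DF-1 cells, together 5119 of the 42034 gene probes or 12.2%. With an adjusted p under 0.05 from limma in place of the unadjusted p, 2567 probes were higher and 2539 were lower. The division between the directions depended on the level of the arrays: of all calls, 50.2% were higher as deposited, and 34.9% were higher after each array was shifted to a median of 0, with 1749 probes higher and 3262 lower. Of the probes called as deposited, 4297 were also called after that shift. Among the 936 genes with a symbol, 401 were higher and 395 were lower. Most calls fell on probes without a symbol, with 2163 higher and 2142 lower among 41076 such probes. The probe with the highest mean among them, for the sequence BU383572, had a log2 ratio of 6.84 ± 1.66 (SD, n = 4 arrays), and that with the lowest, for TC227254, had -7.12 ± 0.26 (SD, n = 4). The arrays also carried 244 probes for microRNAs, of which 8 were higher and 0 were lower by limma, with mean log2 ratios from -0.11 to 1.18. After each array was shifted to a median of 0, the highest of these means was 0.97 and 0 microRNA probes were called, and with 1 array left out between 2 and 14 were called, all higher. The medians of the microRNA probes were 0.48, 0.67, 0.46 and 0.81 on arrays 1 to 4. Spots with no name had medians of 0.33, 0.51, 0.63 and 0.78. The paper made the cDNA with oligo dT primers, so whether these probes measure mature microRNAs is open. At a mean log2 ratio past 1 or -1 and an unadjusted p under 0.05, 0 of the 153 negative controls, 2 of the 604 dark corner spots, 4 of the 1769 spots with no name and 12 of the 340 other control spots passed, all higher, with highest means of 0.68, 1.06, 2.59 and 3.05. Of the 320 spike-in spots, whose RNA was added at different concentrations to the samples, 127 were higher and 128 were lower.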

To validate the microarray results, 21 randomly chosen genes from the 3876 differential expression list were subjected to qPCR along with the GAPDH loading control gene. 

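All 20 genes for which qPCR values are tabulated were called on the arrays in the direction that qPCR gave, 6 higher and 14 lower in DF-1 cells. CBLN2, a secreted protein of the cerebellin family, had a log2 ratio of 8.16 ± 0.50 (SD, n = 4 arrays), the largest of the 20 in either direction. MPZL2, an adhesion protein of epithelia, had 5.60 ± 0.67 and CSTA, an inhibitor of cysteine proteases, had 4.64 ± 0.61. Among the lower genes, NDP, a ligand of frizzled receptors, had -4.10 ± 0.32, FST, the activin antagonist follistatin, had -3.86 ± 0.44, and NPY, a neuropeptide, had -3.80 ± 0.38. Across the 20 genes, which are not independent replicates, the array and qPCR values had a Pearson correlation of 0.903 (permutation p = 1e-05, the smallest that the permutations can give; Benjamini-Hochberg p = 6e-05) and a Spearman correlation of 0.722 (permutation p = 0.00048; Benjamini-Hochberg p = 0.00144). The genes form separate groups above and below 0. Within the 14 lower genes the Pearson correlation was 0.402 (permutation p = 0.153; Benjamini-Hochberg p = 0.306) and the Spearman correlation was 0.235 (permutation p = 0.416). Within the 6 higher genes these were 0.359 (exact permutation p = 0.461) and 0.371 (exact permutation p = 0.497), with a Benjamini-Hochberg p of 0.497 for these and for the preceding Spearman correlation. In all, 6 correlations were computed, each with a 2-sided test.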

Results indicated that increased or decreased expression levels for all genes tested were well-matched in assays between microarray and qPCR analysis (Table 1). When 3876 differentially expressed probes were analyzed using Ingenuity Pathways Analysis (IPA, Ingenuity^® ^Systems, http://www.ingenuity.com), 902 were classified as functionally known genes (Additional file 2). 

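Of the 902 probes in this list, 404 were higher and 400 were lower in DF-1 cells, and the counts were the same when adjusted over the list alone. This split depended on the level of the arrays, with 358 higher and 492 lower after each array was shifted to a median of 0. The other 98 had negative mean log2 ratios between the threshold and -0.67, each with an unadjusted p under 0.05 in limma, and did not pass the 2 fold threshold. All 7 cytokines in the list were lower, with a median log2 ratio of -3.77 over the 4 arrays. Of 177 enzymes, 99 were higher and 63 were lower. Of 54 transporters, 21 were higher and 30 were lower, and of 84 transcription regulators, 35 were higher and 39 were lower. The 42 kinases included 20 that were higher and 14 that were lower, with a median log2 ratio of -0.87, since the kinases that did not pass were negative. These types were counted over the 894 accessions that occur singly in the list. The study chose these genes on the same arrays, so their number is not independent evidence of change. With limma's test against a 2 fold change in place of a test against 0, 413 of the 902 passed.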

A list of the 10 most up- and down-regulated differentially expressed genes in the DF-1 cells are provided in Table 2.

**Table 1:** Comparison of fold changes between microarray and qPCR

**Accession No**.	Gene Symbol	Microarray	qPCR
AB109635	HMGCR	-1.03	-0.81
AB196971	APCDD1	4.75	7.96
AF505881	SCX	-3.27	-1.94
AJ131110	TWIST2	4.61	6.77
BU279212	CBLN2	7.84	8.64
BX929635	NDP	-4.26	-1.64
BX931599	VIPR2	-2.90	-11.34
BX932694	MPZL2	5.51	4.16
BX933478	MXRA5	-2.69	-7.97
BX933888	C1QTNF3	-2.53	-2.28
BX935456	EGLN3	-3.04	-4.48
BX936211	TMEM116	4.26	5.94
CK611983	CSTA	4.49	7.92
CR385566	CLEC3B	-4.46	-3.58
D87992	ANPEP	-4.25	-6.29
M60853	THBS2	-5.15	-5.28
M64990	PTGS2	-6.78	-10.36
M80584	LUM	-3.14	-4.59
M87294	NPY	-3.73	-7.15
X87609	FST	-4.12	-10.04

The gene expression levels of 20 genes from microarray analysis were confirmed by qPCR. The expression levels were presented by fold changes values in microarray analysis, while, for qPCR, the values were calculated by 2^-ΔΔCT ^method, which were comparable to fold changes in the microarray. All values are mean values determined by the calculations from three replicate assays.

**Table 2:** The 10 most up- and down-regulated genes in DF-1 cells as determined by Ingenuity Pathway Analysis software

The 10 most up-regulated genes				
**ID**	**Symbol**	**Entrez Gene Name**	**Log Ratio**	**p-value**

AB196971	APCDD1	adenomatosis polyposis coli down-regulated 1	4.75	4.68 × 10^-8^
AJ131110	TWIST2	twist homolog 2 (Drosophila)	4.61	3.93 × 10^-9^
BX936211	TMEM116	transmembrane protein 116	4.26	9.58 × 10^-10^
S64689	MYH6	myosin, heavy chain 6, cardiac muscle, alpha	3.52	4.92 × 10^-6^
AJ851540	CARD11	caspase recruitment domain family, member 11	3.51	1.66 × 10^-8^
BX932923	PLEK2	pleckstrin 2	3.47	2.63 × 10^-8^
CR523499	OSGIN1	oxidative stress induced growth inhibitor 1	3.43	5.04 × 10^-9^
DQ129668	COLEC10	collectin sub-family member 10 (C-type lectin)	3.19	1.81 × 10^-7^
BX933215	SOCS1	suppressor of cytokine signaling 1	3.05	3.63 × 10^-7^
CR407099	VPS13B	vacuolar protein sorting 13 homolog B (yeast)	3.03	3.44 × 10^-6^

**The 10 most down-regulated genes**				

ID	Symbol	Entrez Gene Name	Log Ratio	p-value

X59284	NOV	nephroblastoma overexpressed gene	-8.40	3.11 × 10^-9^
AJ719388	SLC25A4	solute carrier family 25 (mitochondrial carrier; adenine nucleotide translocator), member 4	-7.69	1.22 × 10^-10^
Y138247	CDKN2B	cyclin-dependent kinase inhibitor 2B (p15, inhibits CDK4)	-7.68	2.75 × 10^-10^
X80503	ST3GAL1	ST3 beta-galactoside alpha-2,3-sialyltransferase 1	-7.26	4.67 × 10^-9^
M64990	PTGS2	prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase)	-6.78	1.11 × 10^-10^
X935556	CTHRC1	collagen triple helix repeat containing 1	-6.78	3.20 × 10^-8^
M68514	EPHA3	ephrin receptor A3	-6.73	5.89 × 10^-9^
AJ719946	MANSC1	MANSC domain containing 1	-6.65	5.66 × 10^-8^
AJ251273	CCK	cholecystokinin	-6.63	1.27 × 10-11
Y049705	MAB21L1	mab-21-like 1 (C. elegans)	-6.44	2.26 × 10^-10^

Fold change (FC) values were indicated by log2. The highly differentially expressed genes were sorted. All genes were matched and verified with UniGene function of NCBI database.

### The 10 up- and down-regulated genes in DF-1 cells exhibiting the greatest differential expression

The 10 most up-regulated genes (Table 3) are related to functions of cell cycle and proliferation, intracellular trafficking, cytoskeletal arrangement, and host-defense mechanisms against pathogenic infections. In contrast, the 10 most down-regulated genes in DF-1 cells (Table 3) are associated with cell cycle arrest and apoptosis, homeostasis, cell shape and movement, cellular respiration, and organ development. Of these, the up-regulation of OSGIN1, COLEC10, and SOCS1 and the down-regulation of ST3GAL1, PTGS2, and CCK in DF-1 cells appears initially to be incongruous with the rapid growth potential that is characteristic of these cells. 

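The 10 genes of Table 2 that the paper lists as up-regulated were all called higher on the arrays. APCDD1, an inhibitor of Wnt signaling, had a log2 ratio of 5.07 ± 0.65 (SD, n = 4 arrays) and TWIST2, a transcription factor of mesenchymal cells, had 4.73 ± 0.23. TMEM116, a membrane protein, had 4.49 ± 0.23. MYH6, a cardiac myosin heavy chain, had 3.71 ± 0.55, and PLEK2, which acts on actin at the membrane, had 3.67 ± 0.29. VPS13B, a protein of the Golgi, had 3.07 ± 0.38. Genes with a symbol that Table 2 does not list reached similar values: NTN1, a guidance cue for axons, had 3.59 ± 1.00, BMP3, a ligand of the TGF-beta family, had 3.22 ± 0.56, and ANXA13, an annexin, had 3.10 ± 0.44. NTN1 was 5.09 on array 4 and 3.02 to 3.13 on the others. The largest adjusted p of NTN1, BMP3 and ANXA13 was 3.99e-05 from limma, for NTN1, and that of the 10 genes of Table 2 was 4.26e-05, for COLEC10.

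**Figure D2:**
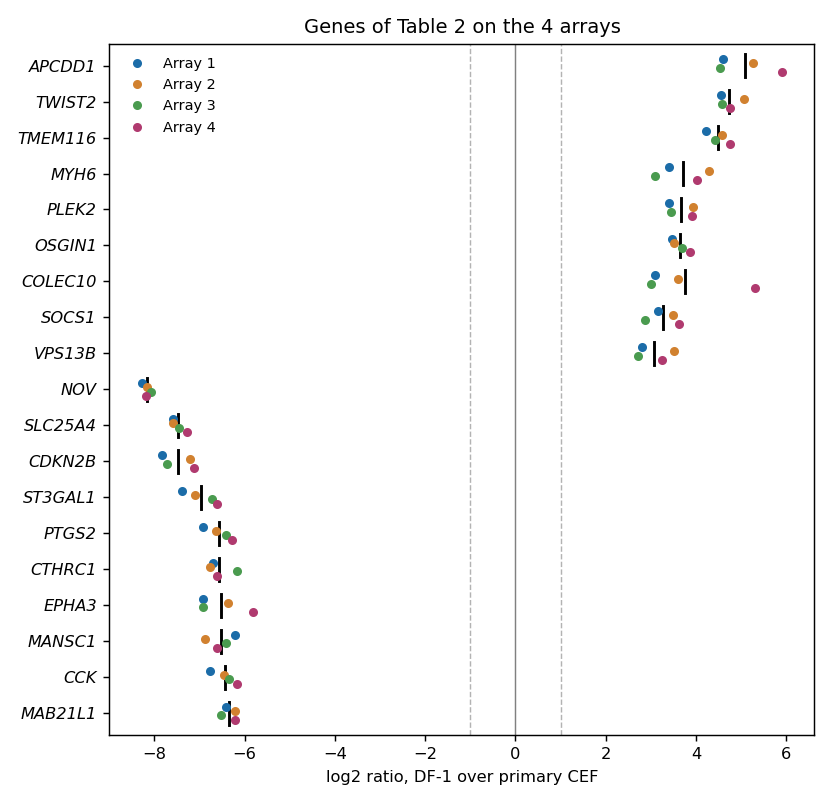
Log2 ratio of DF-1 over primary CEF for genes of Table 2, of which not every one is drawn. Each colored point is 1 of the 4 arrays, the short line is their mean, and dashed lines mark a 2 fold change. All points of a gene lie on the same side of 0.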

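The 10 genes of Table 2 that the paper lists as down-regulated were all called lower, with log2 ratios below -6. NOV, a secreted matricellular protein, had -8.17 ± 0.09 (SD, n = 4 arrays), the lowest value of a gene with a symbol. SLC25A4, the ADP/ATP carrier of the inner mitochondrial membrane, had -7.48 ± 0.14, and CDKN2B, the cyclin-dependent kinase inhibitor p15INK4B, had -7.46 ± 0.35 on the probe that Table 2 assigns to it. Additional file 1 gives this probe under the symbol of another gene of the same family, which the RefSeq table also lists as a synonym of CDKN2B, so which of them it measures is open. CTHRC1, a secreted protein with a collagen repeat, had -6.56 ± 0.27, EPHA3, an ephrin receptor, had -6.51 ± 0.53, MANSC1, a membrane protein, had -6.53 ± 0.29, and MAB21L1, a gene of eye development, had -6.34 ± 0.16. In a list of 84 genes of collagens and fibrillar matrix, 26 had a symbol on the arrays, of which 0 were higher, 25 were lower and 1 did not pass, the same counts as when adjusted over the list alone. FBLN1, a matrix glycoprotein, had -5.71 ± 0.18, COL4A1, a collagen of basement membranes, had -5.68 ± 0.29, DCN, a proteoglycan that binds collagen, had -4.66 ± 0.22, and THBS2, a thrombospondin, had -4.95 ± 0.31. The mean log2 ratio of the list was -3.40 and its shift against the other named genes was -3.09 (adjusted p = 7.22e-06 from limma's camera with a preset correlation, adjusted p = 0.598 with an estimated correlation). Of 25 listed inhibitors of the cell cycle, 4 had a symbol, of which 0 were higher and 3 were lower, also when adjusted over the list alone, with a mean log2 ratio of -2.95 (adjusted p = 0.117 from camera); besides CDKN2B these were CCNG1 and CCNG2, cyclins of the G type, and CCNG2 had -1.70 ± 0.22. Without the probe assigned to CDKN2B, the mean of the other 3 inhibitors was -1.45. The study chose nearly all genes with a symbol on these arrays, so neither count is independent evidence of direction. Markers of some embryonic cell types were mostly lower too: 4 of 5 of cartilage and bone, 6 of 7 of tendon and dermal fibroblasts, which include DCN and FMOD of the matrix list, and 3 of 3 of endothelium, although none of these lists passed the camera test. Whether the mix of cell types in the primary cultures contributed to the lower matrix genes was not tested.

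**Figure D3:**
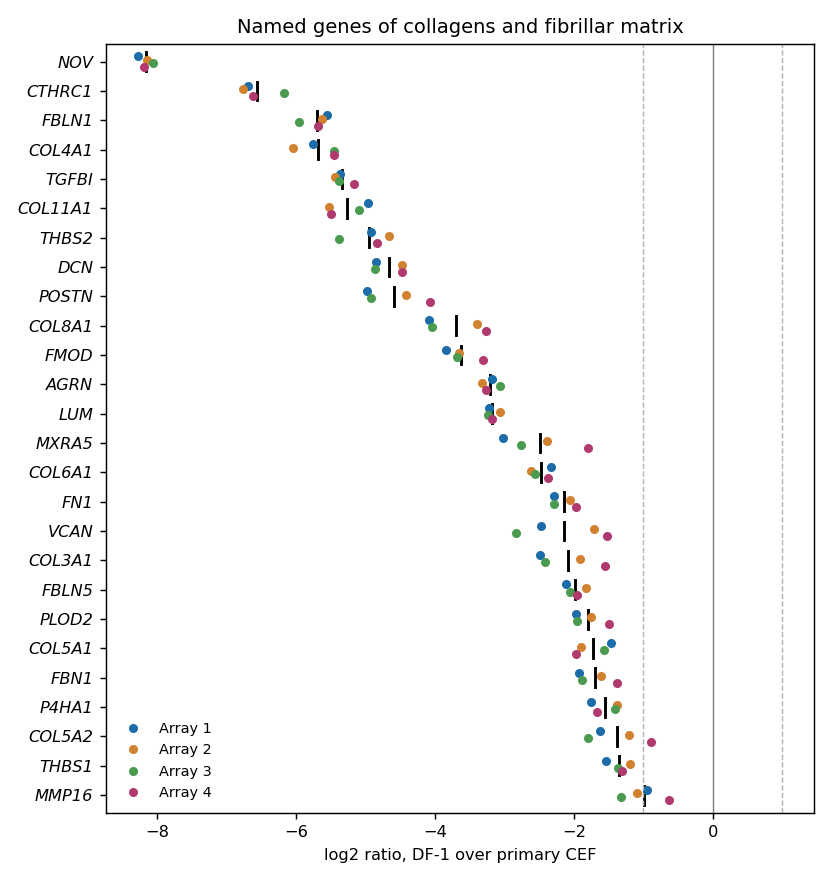
Log2 ratio of DF-1 over primary CEF for the named genes of collagens and fibrillar matrix, averaged over the probes of a gene. Each colored point is 1 of the 4 arrays, the short line is their mean, and dashed lines mark a 2 fold change. All means lie below 0, the lowest at -8.17.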

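OSGIN1, an inhibitor of growth induced by oxidative stress, had a log2 ratio of 3.64 ± 0.18 (SD, n = 4 arrays; adjusted p = 2.36e-07 from limma). SOCS1, an inhibitor of cytokine signaling, had 3.27 ± 0.34, and COLEC10, a collectin, had 3.75 ± 1.07, the widest spread between arrays in Table 2. ST3GAL1, a sialyltransferase, had -6.95 ± 0.35, PTGS2, the inducible cyclooxygenase, had -6.56 ± 0.28, and CCK, the peptide hormone cholecystokinin, had -6.44 ± 0.25. Each of the 6 genes had the same sign on all 4 arrays.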

Although the connections to cellular phenotypes from mRNA expression data may not be as strong as expected due to the potential lack of correlation between mRNA expression and protein abundance (which have been reported previously in both prokaryotes and eukaryotes [23-27]), the highly and dramatically differentially expressed genes may represent correlations between transcripts, protein abundance and the differential abundance of proteins in two different cell types, respectively. Thus, further study is needed to reveal the functional roles of these genes in DF-1 cells.

**Table 3:** Biological functions of the 10 most up- and down-regulated genes

Up-regulation	
**Symbol**	**Functions**

APCDD1	• Directly regulated by the β-catenin/T-cell factor signaling complex • Increased expression in colon cancer cells and potential roles in colorectal tumorigenesis [75].

TWIST2	• A basic helix-loop-helix transcription factor • Inhibits both p21WAF1/Cip1 (cyclin dependent kinase inhibitor) and muscle creatinine kinase (MCK) • Functional association with cellular growth arrest and myogenesis specific expression [76] • Possibly alternate regulatory factor involved in the lowered expression of p21WAF1/Cip1 in DF-1 cells that in turn would support the faster growth rate that is characteristic of the DF-1 cell line [19].

TMEM116	• Unknown functions • A single nucleotide polymorphisms are associated with insulin-dependent diabetes mellitus in human [77]

MYH6	• Alpha subunit of cardiac muscle myosin • Association cytoskeletal or muscle architecture [78] • Taken together with MYL10 (myosin light chain 10), which is up-regulated in DF-1 cells (Additional file 2), mutations are associated with cardiomyopathy or cardiac hypertrophy [79]

CARD11	• Known as Carma1 belonging to the membrane-associated guanylate kinase (MAGUK) family that is essential in antigen receptor-induced nuclear factor κB (NF- κB) activity in T-cell activation [80]

PLEK2	• A membrane associated protein containing PH (pleckstrin homology) motifs that bind polyphosphoinositides • Roles in orchestrating cytoskeletal structural arrangement [81]

OSGIN1	• Known as BDGI [BMSC (bone marrow stromal cell)- derived growth inhibitor] or OKL38 (pregnancy-induced growth inhibitor) • Suppression of the growth of MCF7 human breast cancer cell by inducing cell cycle arrest and apoptosis when OSGIN1 was ectopically expressed exogenously [82]

COLEC10	• Known as CLL1 (colletin liver 1), a member of the C-lectin family • Roles in initial host defense by binding sugars on the cell surface of microorganisms through their carbohydrate recognition domain [83]. • Essential host factor for early replication of influenza virus in cultured cells revealed by genome wide siRNA screening [84] • Its mRNA down-regulated in human liver hepatocellular carcinoma by microarray analysis [85].

SOCS1	• Suppression of many cytokine-signaling pathways by inhibiting JAK tyrosine kinase activity and functions as antioncogene by antagonizing tumor cell growth [86].

VPS13B	• Known as COH1, involved in intracellular vesicle-mediated sorting and transport of proteins and with Cohen syndrome, which is an autosomal recessive disorder in human caused by the genetic mutation in COH1 gene [87].

**Down-regulation**	

Symbol	Functions

NOV	• Known as CCN3, a member of the secreting insulin like growth factor binding protein family with antiprolifereative effects on tumor cells [88,89].

SLC25A4	• Known as ANT1 (adenine nucleotide translocator 1) • Localized to the inner mitochondrial membrane, exchanges cytosolic ADP for mitochondrial ATP, and induces apoptosis by the mitochondrial recruitment of NF-κB [90]. • Decrease in ANT1 might play in a role in immortalization characteristics by suppressing the induction of apoptosis in DF-1 cells.

CDKN2B	• Known as p15INK4B, CDK4/6 inhibitor • Arrest cell cycle and induce cellular senescence [91]. • The down-regulation in DF-1 cells caused by hyper-methylation • Functional roles both in the progression of cellular senescence and in brain development were reported previously [92,93].

ST3GAL1	• Type II membrane protein that catalyzes the transfer of sialic acid from CMP-sialic acid to galactose-containing substrates • A knock-out mutation increases apoptosis of mouse T lymphocytes expressing the CD8 complex, indicating a homeostatic function of STGAL1 in T lymphocyte [94].

PTGS2	• Known as COX2 (cyclooxygenase 2), the key rate-limiting enzyme in prostaglandin biosynthesis with both dioxygenase and peroxidase activity • Inhibition of apoptosis by suppressing caspase pathways and the increase of survival mechanisms through Akt activation [95].

CTHRC1	• A secreted protein in injured and diseases arteries that inhibits collagen expression and promotes cell migration [96].

EPHA3	• A unique member of the receptor tyrosine kinase family • Roles in regulating cell shape and cell movement [97].

MANSC1	• A protein containing a MANSC (motif at N terminus with seven cysteines) domain that presents certain membrane- and extracellular proteins such as LPR11 (low-density lipoprotein receptor-related protein 11) and HAI1 (hepatocyte growth factor activator inhibitor 1) [98] • Unknown the functions

CCK	• A gastrointestinal and neuronal peptide with important regulatory roles in the digestive tract and nervous system, including both acute and more chronic trophic effects • Binding its receptor triggers the activation of multiple signal transduction pathways that relay the mitogenic signal to the nucleus and promote cell proliferation [99].

MAB21L1	• A knock-out mutation led to the defects in eye and perputial gland formation [100]

### Functional groups of differentially expressed genes

The IPA program generated bioinformatics data sets including functional groups (gene ontology; GO) and gene networks for differentially expressed genes in immortal DF-1 CEF cells. Of the biologically functional groups for 904 differentially expressed genes, the top 15 functional groups are displayed in Figure 2. The greatest numbers of genes are mainly categorized into functionalities of cellular growth and proliferation, cell cycle, cellular movement, cancer, genetic disorders, and cell death, suggesting that the transcriptional alterations that occurred in DF-1 cells are closely related and likely responsible for a great deal of the rapid growth and phenotypic changes in this cell line.

**Figure 2:**
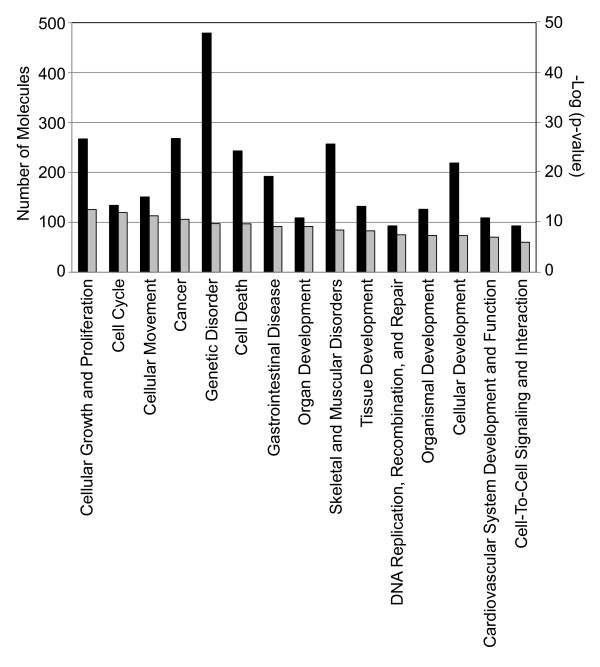
**Functional Gene Ontology (GO) for differentially expressed genes**. The 904 genes were categorized into functional groups by the IPA program. Closed bars represent the number of probes for each cluster, while gray bars indicate -log(p-value), which was calculated by IPA software showing the levels of relatedness. The left Y-axis shows the total number of probes for each biological functions, the right Y-axis shows the -log(p-value), and the X-axis indicates name of functions.

### Gene networks

Gene network analysis, which represents the intermolecular connections among interacting genes based on functional knowledge inputs, was performed on the differentially expressed genes using the IPA program. Of various assay settings, the simplest settings (35 focus molecules and 10 networks) were employed to analyze molecular gene networks in order to facilitate and summarize the connections among the larger number of differentially expressed genes (Table 4 and Figures 3, 4, 5, 6, 7). A discussion of the top five gene networks is provided below and gene information for focus molecules in each network was listed in Additional file 3.

**Table 4:** Associated network functions

ID	Associated network functions	Score	Focus Molecules
1	Cell Cycle, DNA Replication, Recombination, and Repair, Cellular Assembly and Organization	33	28

2	DNA Replication, Recombination, and Repair, Cell Cycle, Cellular Assembly and Organization	31	27

3	Cancer, Cardiovascular System Development and Function, Organismal Development	30	26

4	Molecular Transport, Tissue Morphology, Cell Cycle	29	27

5	Cellular Assembly and Organization, Developmental Disorder, Skeletal and Muscular Disorders	28	25

Functions associated with 10 networks are listed. Score means the number of network eligible molecules out of differentially expressed genes.

**Figure 3:**
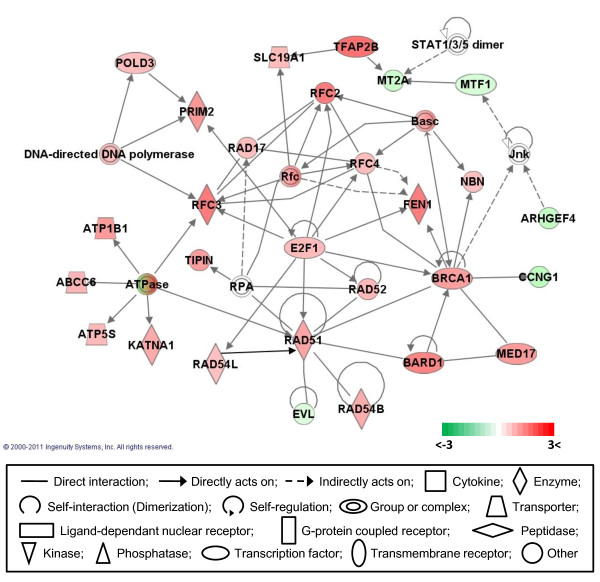
**Gene network #1**. Molecular interactions among important focus molecules are displayed. Green represents down-regulated genes while red depicts up-regulated genes. White symbols indicate neighboring genes, that are functionally associated, but not included in the differentially expressed gene list. The intensity of color represents the average of log fold change in a given population. The numbers below the color change bar denote log_2 _values. Symbols for each molecule are presented according to molecular functions and type of interactions.

**Figure 4:**
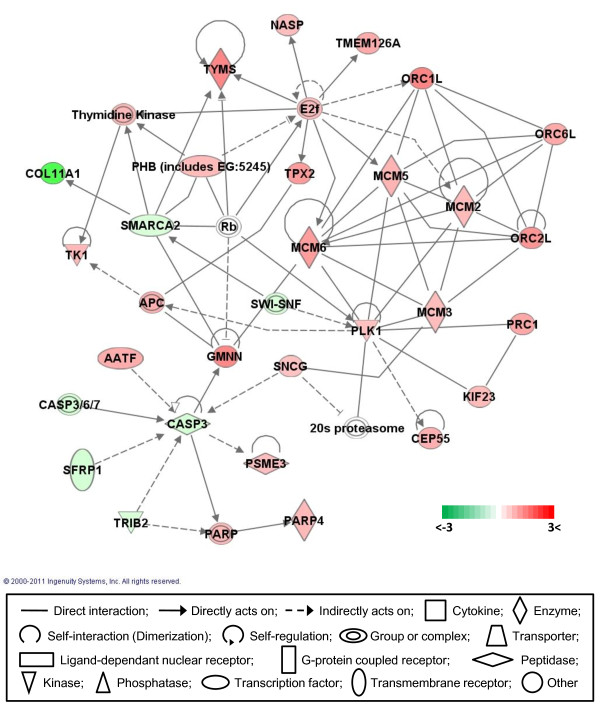
**Gene network #2**. Molecular interaction, symbols, and color schemes are the same as the description in Figure 3.

**Figure 5:**
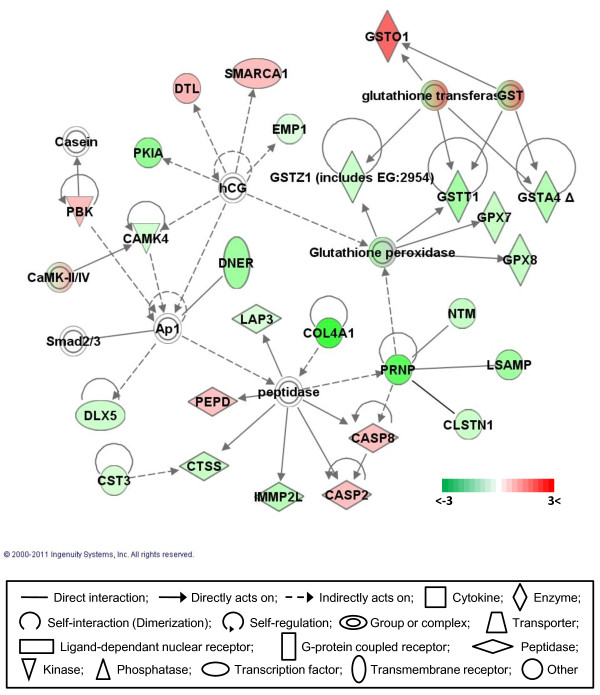
**Gene network #3**. Molecular interaction, symbols, and color schemes are the same as the description in Figure 3.

**Figure 6:**
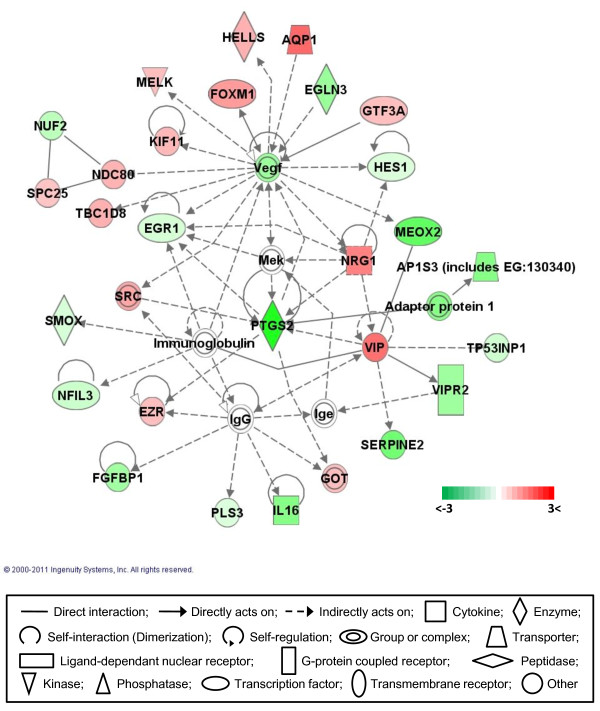
**Gene network #4**. Molecular interaction, symbols, and color schemes are the same as the description in Figure 3.

**Figure 7:**
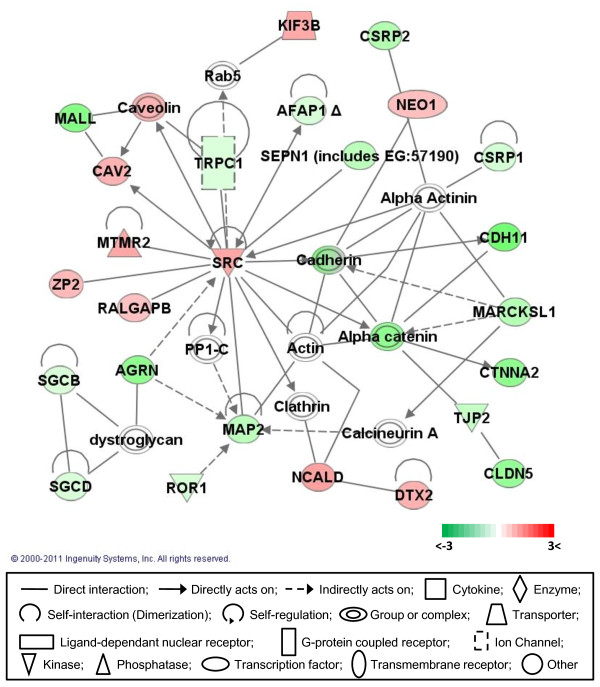
**Gene network #5**. Molecular interaction, symbols, and color schemes are the same as the description in Figure 3.

Network #1 is closely associated with the E2F1 and BRCA1 (breast cancer 1, early onset) pathways in cell cycle regulation (Figure 3). Likewise, the top functions related to network #1 are cell cycle regulation, DNA replication, recombination, repair, and cellular assembly and organization. Up-regulation of E2F1 in immortal CEF cell lines including DF-1, heart derived- and breast derived CEF cells was reported previously together with the genetic alterations for cell cycle regulatory genes, such as the down-regulation of p53, MDM2, p21CIP as well as the upregulation of pRB, the cyclins (except cyclin D2), c-Fos, c-Jun, and Bcl2 [19]. These cell cycle regulatory genes showed a similar expression pattern in the full differential expression list of 3876 genes. However, with the exception of E2F1, these genes were not recognized by the IPA program. This difference might be the result of the IPA program, which focuses mainly on mammalian gene information and pathways, and does not fully cover chicken gene annotations. It suggests that comparing and contrasting data of both the IPA differential expression list and the manufacturer's differential expression list is more helpful for comprehensively understanding the differential expression datasets.

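A list of 20 cell cycle regulators was drawn from those the paper cites for immortal CEF cells, with single cyclins filled in. Of these, 3 had a symbol on the arrays, of which 1 was higher, 1 was lower and 1 did not pass. The counts were the same when adjusted over the list alone. E2F1, a transcription factor of the G1/S transition, had a log2 ratio of 1.44 ± 0.35 (SD, n = 4 arrays; adjusted p = 0.000173 from limma). CCNG1, a cyclin induced by p53, had -1.86 ± 0.12 (adjusted p = 9.95e-06). JUN, a component of the AP-1 transcription factor, had 0.37 ± 0.15 (adjusted p = 0.0697) and was not called. From the earlier report, the paper gives E2F1, c-Jun and the cyclins other than cyclin D2 as up-regulated. E2F1 had that sign and was called, and CCNG1 was lower. JUN was positive but not called, and its 0.37 lay within the negative control medians, 0.02 to 0.53 over the 4 arrays. The sign of JUN can therefore not be read as a rise. The paper names no single cyclin there besides cyclin D2. It states that IPA recognized none of these regulators except E2F1, while CCNG1 is an IPA focus gene of network #1. Its statement therefore does not appear to cover CCNG1, and the lower CCNG1 is no conflict with it. The mean of the list was -0.02 and its median was 0.37, opposite in sign, and the test of the list against the other named genes did not pass (adjusted p = 0.873 from camera, in the higher direction). In the tables used for symbols, no probe could be assigned to p53, MDM2, p21CIP, pRB, c-Fos, Bcl2 or the other cyclins apart from CCNG2. Of the 1773 lower probes that could be read in Additional file 1, 462 carried a symbol, and 0 were given as one of these genes. The rest of that list could not be read, so it is open whether it names them. The study chose E2F1 and CCNG1 on these arrays, so this count is not independent evidence.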

E2F1 is a member of the E2F family of transcription factors that play a crucial role in controlling the cell cycle by association with the tumor suppressor protein, pRB (retinoblastoma protein). E2F transcription factors are the effectors of the G1/S transition of the cell cycle. When bound to DNA, E2F transcription factors exist either as free E2F/DP (E2F dimerization partner) heterodimers, or are associated in larger complexes containing members of the retinoblastoma family (pRB, p107, p130) and members of the cyclin/CDK protein families. CDKs are comprised of a family of serine/threonine protein kinases that phosphorylate a number of substrates mainly implicated in cell cycle progression and transcription. Association of E2Fs with the pRB family facilitates active repression through recruitment of histone deacetylases [28]. Genes directly interacting with E2F1 include factors for DNA replication [e.g. DNA replication factor C (RFC) 2, 3, 4] [29], DNA recombination and repair of double strand breaks (e.g. RAD 17, 51, 52, 54B, 54L and FEN1; flap structure-specific endonuclease 1) [30,31], and maintenance of genomic stability (e.g. BRCA1). 

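Genes of replication factor C and of DNA repair were higher in DF-1 cells. RFC2, RFC3 and RFC4, subunits of the complex that loads the sliding clamp onto DNA, had log2 ratios of 2.59 ± 0.46, 2.43 ± 0.20 and 1.36 ± 0.10 (SD, n = 4 arrays). FEN1, the nuclease that removes flaps from Okazaki fragments, had 2.42 ± 0.06. BRCA1 had 1.89 ± 0.68, RAD54B had 1.54 ± 0.67, and RAD52 had 1.47 ± 0.20. RAD17, which loads a checkpoint clamp, had 1.29 ± 0.23 and RAD54L had 1.29 ± 0.30. BRCA1 was 1.38 and 1.21 on arrays 1 and 3 and 2.46 and 2.49 on arrays 2 and 4, pairs of arrays that also resembled each other over all gene probes. The largest adjusted p among these genes was 0.000993 from limma, for RAD54B. Of 61 listed genes of DNA repair and checkpoints, 9 had a symbol and all 9 were higher, also when adjusted over the list alone, with a mean log2 ratio of 1.56. The shift of the list against the other named genes was 1.98 (adjusted p = 0.0135 from camera with a preset correlation, adjusted p = 0.598 with an estimated correlation). The study chose all 9 on these arrays, so the count is not independent evidence of direction. NBN, whose product is nibrin, was called at 1.19 ± 0.24, and was at 0.98, short of a 2 fold change, after each array was shifted to a median of 0.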

BRCA1 is a nuclear phosphoprotein that makes a super complex, denoted as Basc (BRCA1 associated genome surveillance complex), which is associated with tumor suppressors and DNA damage repair proteins such as nibrin (NBN) [32]. 

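BARD1, the RING domain partner of BRCA1, had a log2 ratio of 2.20 ± 0.10 (SD, n = 4 arrays; adjusted p = 3.23e-06 from limma), the highest of the 9 repair genes with a symbol. MED17, a subunit of the mediator complex, had 1.87 ± 0.31 (adjusted p = 2.80e-05). Both genes were higher in DF-1 cells on all 4 arrays.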

In network #1, BRCA1 binding proteins, MED17 (mediator complex subunit 17), which is a transcription co-factor with TFIID, RAD51 and BARD1 (BRCA1 associated RING domain 1) are also up-regulated, suggesting that BRCA1 transcriptional activity may be increased in DF-1 CEF cells. Also DNA polymerases including POLD3 (polymerase-DNA directed-delta 3 subunit) and PRIM2 (primase 2) were up-regulated in network #1. 

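PRIM2, the large subunit of the primase that makes RNA primers for DNA synthesis, had a log2 ratio of 1.94 ± 0.27 (SD, n = 4 arrays; adjusted p = 1.72e-05 from limma). POLD3, an accessory subunit of DNA polymerase delta, had 1.25 ± 0.09 (adjusted p = 0.000102). Both were higher in DF-1 cells on all 4 arrays.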

The up-regulation of all of these genes and complexes make 'teleological sense' with regard to the rapid growth characteristics of DF-1 CEF cells. In addition, ATPase related factors including ATPB1 (ATPase, Na+/K+ transporting), ABCC6 (ATP binding cassette, sub-family 6), ATP5S (ATP synthase, H+ transporting, mitochondrial complex), and KATNA1 (ketanin p60- ATPase containing subunit A1) were also up-regulated and consistent with the previous report of the hyperactivation of mitochondrial functions and up-regulation of mitochondrial gene expression [16]. These results suggest that DF-1 CEF cells may contain cellular systemic alterations to accelerate metabolic energy expenditure. Moreover, cellular proliferation inhibitory factors or apoptosis inducing factors, such as MT2A (metallothionein 2A) and ARHCEF4 (Rho guanine nucleotide exchange factor 4) were down-regulated in DF-1 CEF cells [33,34] that again would contribute to the phenotypic expression of rapid growth rate and resistance to senescence that is characteristic of DF-1 cells.

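ATP1B1, the beta subunit of the sodium pump, had a log2 ratio of 1.87 ± 0.20 (SD, n = 4 arrays) and KATNA1, which severs microtubules, had 1.63 ± 0.18. ABCC6, an ABC transporter, had 1.47 ± 0.47, and ATP5S, a factor of the mitochondrial ATP synthase, had 1.43 ± 0.06. The largest adjusted p of the 4 genes was 0.000363 from limma, for ABCC6. Of 94 listed nuclear genes of oxidative phosphorylation, 2 had a symbol, ATP5S and NDUFC2, a subunit of complex I at 1.56 ± 0.21, and both were higher, also when adjusted over the list alone. The study chose both on these arrays, so this is not independent evidence, and the list was too small for a set test. Of the genes encoded in mitochondrial DNA, 0 had a symbol on the arrays.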

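MT2A, a metallothionein that binds zinc and copper, had a log2 ratio of -1.30 ± 0.69 (SD, n = 4 arrays; adjusted p = 0.00305 from limma). ARHGEF4, a guanine nucleotide exchange factor, had -1.68 ± 0.40 (adjusted p = 9.70e-05). Of the 28 focus genes of network #1, 23 were higher and 4 were lower in DF-1 cells, and the counts were the same when adjusted over the list alone. EVL, a regulator of actin assembly, had -0.99 ± 0.18 and did not pass the 2 fold threshold. The study selected these genes on the same arrays, so the count is not independent evidence. The paper states that the higher expression of the replication and repair genes makes sense with regard to the rapid growth of DF-1 cells. From the ATPase genes it proposes a change toward more use of metabolic energy, and from the lower expression of MT2A and ARHGEF4 a contribution to rapid growth and to resistance to senescence.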

Similar to network #1, the top functions of network #2 include DNA replication, recombination and repair, cell cycle, and cellular assembly and organization (Figure 4). 

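SFRP1, a secreted modulator of Wnt signaling, had a log2 ratio of -1.08 ± 0.36 (SD, n = 4 arrays; adjusted p = 0.00107 from limma) and was called lower in DF-1 cells. TRIB2, a pseudokinase, had -0.97 ± 0.12 (adjusted p = 0.000537) and did not pass the 2 fold threshold as deposited; it had -1.18, and passed, after each array was shifted to a median of 0. Without replicate 2 the mean of SFRP1 was -0.97, short of a 2 fold change.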

Central in this network are CASP3 (caspase 3), molecules inducing apoptosis including SFRP1 (secreted frizzled-related protein 1) and TRIB2 (tribbles homolog 2) which were all down-regulated. The Caspase family are cysteine-aspartic acid proteases which play major roles in the execution phase of cell apoptosis [35,36]. SFRP1 acts as soluble modulators of Wnt (hybrid of wingless and integration 1) signaling and suppresses tumor cell growth through the Wnt signaling pathway [37]. 'However, functional roles of SFRP1 in apoptosis related to CASP3 expression depends on the cell type [38]. TRIB2, which is an atypical protein serine-threonine kinase, is known to coordinate cell proliferation, migration, and morphogenesis during the development of Drosophila and Xenopus embryos and is involved in apoptosis in mammalian cell lines [39]. Also, AATF (apoptosis antagonizing transcription factor), which suppresses apoptosis induced by oxidation [40], was up-regulated in DF-1 CEF cells. These results generally suggest cell death pathways are suppressed in DF-1 cells that, in turn, support the immortal and hyperproliferative capability of DF-1 cells. Moreover, in human, GMNN (geminin), which negatively regulates DNA replication 'licensing' (the one time initiation of replication in a single cell cycle) by preventing the formation of the pre-replicative complex on origins of replication through the physical association with the 'licensing' factor Cdt1 [41,42], was cleaved by CASP3 during apoptosis [43]. 

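AATF had a log2 ratio of 1.67 ± 0.18 (SD, n = 4 arrays; adjusted p = 2.52e-05 from limma) and was higher in DF-1 cells on all 4 arrays. In a list of 22 survival factors, AATF and BAG2, a cochaperone of Hsp70, had a symbol. BAG2 was lower, at -1.29 ± 0.09 (adjusted p = 8.53e-05), so that 1 member was higher and 1 was lower, also when adjusted over the list alone. The study chose both on these arrays, so the counts are not independent evidence, and the list was too small for a set test.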

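GMNN, an inhibitor of the licensing factor Cdt1, had a log2 ratio of 2.15 ± 0.39 (SD, n = 4 arrays; adjusted p = 1.97e-05 from limma) and was higher in DF-1 cells. Of the MCM genes, whose products form the replicative helicase, MCM6 had 1.90 ± 0.33, MCM5 had 1.45 ± 0.10, MCM2 had 1.42 ± 0.18 and MCM3 had 1.40 ± 0.44. All 4 MCM genes were higher, with adjusted p values up to 0.000373.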

The suppression of GMNN by siRNA knockdown can selectively kill cancer cells [44] and GMNN directly interacts (binds to) MCM6 (minichromosome maintenance complex component 6), which is an essential factor for the initiation of eukaryotic genome replication [45] in addition to other MCM molecules including MCM2, 3, 5 [46,47] in network #2, indicating that GMNN may have an important role in expediting DNA replication. Other E2F-1 transcription targets including TYMS (thymidylate synthetase), NASP (nuclear autoantigenic sperm protein-histone binding), ORC1L (origin recognition complex-subunit 1-like), and TPX2 (microtubule-associated, homolog) are up-regulated in DF-1 cells [48,49]. Furthermore, direct interactions among highly expressed ORC1L, ORC6L, ORC2L and MCM families, which are components protein complex essential for the initiation of the DNA replication in eukaryotic cells, were found in network #2 [50,51]. 

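TYMS, which makes thymidylate for DNA synthesis, had a log2 ratio of 2.18 ± 0.14 (SD, n = 4 arrays; adjusted p = 3.82e-06 from limma), and TPX2, a spindle assembly factor, had 1.93 ± 0.19 (adjusted p = 1.08e-05). ORC1, given as ORC1L in the paper, had 2.25 ± 0.38 (adjusted p = 1.37e-05). NASP, a histone chaperone, was called higher at 1.20 ± 0.35 (adjusted p = 0.000526), and was at 0.99, short of a 2 fold change, after each array was shifted to a median of 0.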

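ORC2 and ORC6, subunits of the origin recognition complex, had log2 ratios of 2.02 ± 0.23 and 1.75 ± 0.35 (SD, n = 4 arrays), and both were higher in DF-1 cells. ORC6 was 2.26 on array 4 and 1.53 to 1.64 on the others. In a list of 62 genes of DNA replication, 21 had a symbol on the arrays, and all 21 were higher, also when adjusted over the list alone. The mean log2 ratio of the list was 1.79, and its shift against the other named genes was 2.24 (adjusted p = 1.24e-05 from limma's camera with a preset correlation, adjusted p = 0.598 with an estimated correlation). The study chose all 21 on these arrays, so the count is not independent evidence of direction. Of the 27 focus genes of network #2, 22 were higher and 4 were lower, the same counts as when adjusted over the list alone.

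**Figure D4:**
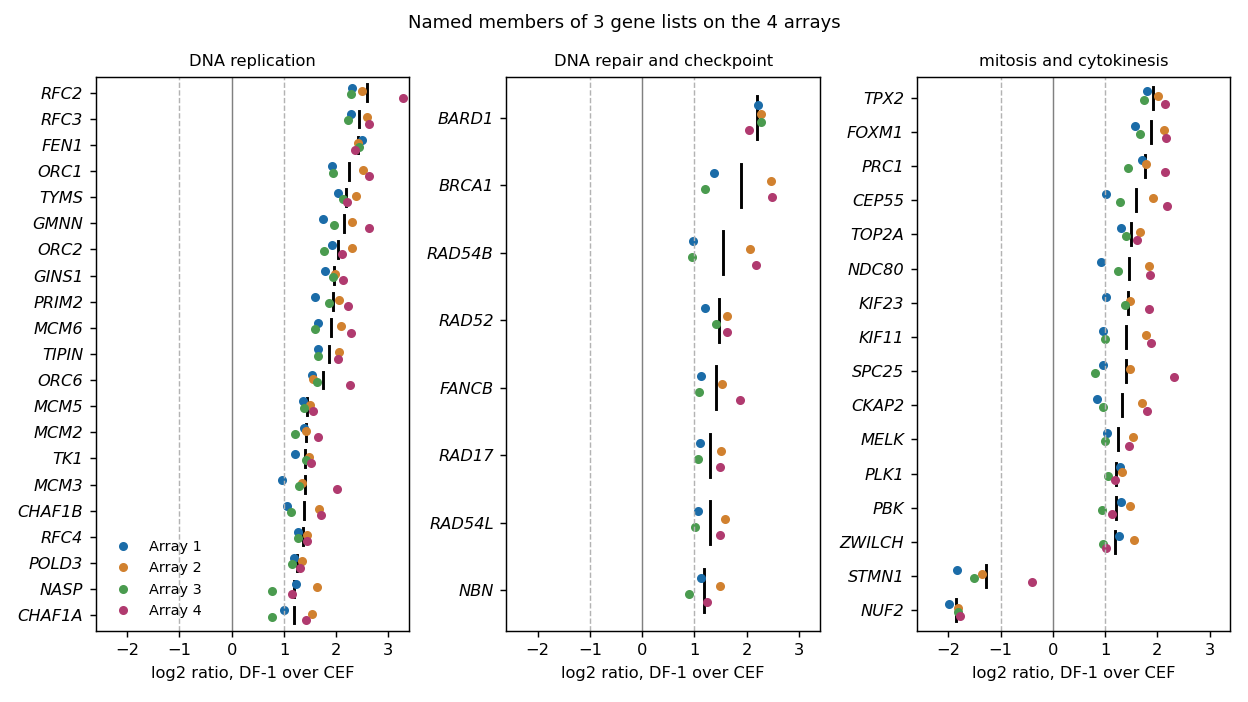
Log2 ratio of DF-1 over primary CEF for named genes of DNA replication, DNA repair and checkpoints, and mitosis and cytokinesis, of which not every one is drawn. Each colored point is 1 of the 4 arrays, the short line is their mean, and dashed lines mark a 2 fold change. All replication and repair genes drawn have means above 1 as deposited.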

Up-regulation of PLK1 (polo like kinase1), KIF23 (kinesin family member 23), and PRC1 (protein regulator of cytokinesis 1) through the direct interactions among those molecules may facilitate mitosis and cytokinesis at the late phase of the cell cycle in DF-1 cells [52-54].

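PRC1, which bundles microtubules of the central spindle, had a log2 ratio of 1.77 ± 0.30 (SD, n = 4 arrays), KIF23, a kinesin of the same structure, had 1.44 ± 0.34, and PLK1, a kinase of mitotic entry and exit, had 1.22 ± 0.12. The 3 genes were higher in DF-1 cells with adjusted p values up to 0.00017 from limma. Of 74 listed genes of mitosis and cytokinesis, 16 had a symbol, of which 14 were higher and 2 were lower, also when adjusted over the list alone. FOXM1, a transcription factor of mitotic genes, had 1.88 ± 0.32. The mean log2 ratio of the list was 1.09, its median was 1.40, and its shift against the other named genes was 1.52 (adjusted p = 0.0135 from camera with a preset correlation, adjusted p = 0.721 with an estimated correlation). All 16 were chosen by the study on these arrays, so the count is not independent evidence of direction.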

Molecules in network #3 are involved in cancer, cardiovascular system development and function, and organismal development (Figure 5). Glutathione peroxidases (GPX7 and 8) and glutathione S transferases (GST-A4, -T1, and -Z1) were downregulated except for GST-O1. This result is consistent with the previous report of higher levels of reactive oxygen species that were produced and accumulated in DF-1 CEF cells possibly due to higher respiratory rates, higher superoxide dismutase and lowered catalase activity, resulting in hypersensitivity to oxidative damage [22]. 

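GPX7 and GPX8, peroxidases of the endoplasmic reticulum, had log2 ratios of -1.43 ± 0.56 and -1.58 ± 0.33 (SD, n = 4 arrays). Among the glutathione S transferases, GSTT1 had -2.87 ± 0.40, GSTA4, which conjugates products of lipid peroxidation, had -2.06 ± 0.07, and GSTZ1, an enzyme of tyrosine breakdown, had -1.47 ± 0.05. GSTO1 was higher, at 2.77 ± 0.39 (adjusted p = 4.10e-06 from limma). In a list of 36 glutathione enzymes, 8 had a symbol, of which 1 was higher, 6 were lower and 1 did not pass, also when adjusted over the list alone. The lowest was GLRX, a glutaredoxin that reduces protein disulfides, at -4.37 ± 0.10. The mean log2 ratio of the list was -1.48, and the test against the other named genes did not pass (adjusted p = 0.121 from camera). The study chose all 8 on these arrays, so the count is not independent evidence of direction. Of the 26 focus genes of network #3, 7 were higher and 17 were lower, the same counts as when adjusted over the list alone; EMP1, a membrane protein, had -0.85 ± 0.07 and LAP3, an aminopeptidase, had -0.72 ± 0.47, and neither passed the 2 fold threshold.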

Taken together, lower levels of GPXs and GSTs may be responsible for higher levels of intracellular oxidative stress and susceptibility to oxidative damage in DF-1 cells. In contrast to the down-regulation of CASP3 in network #2, initiator caspases (CASP) 2 and 8 were up-regulated in DF-1 cells implicating a more active induction of apoptosis when DF-1 cells encounter cell damage, such as oxidative stress or pathogenic infections. 

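CASP8, the initiator caspase of death receptors, had a log2 ratio of 1.30 ± 0.16 (SD, n = 4 arrays; adjusted p = 0.000106 from limma) and was higher in DF-1 cells. CASP2 was called higher at 1.14 ± 0.31 (adjusted p = 0.000536), and was at 0.93, short of a 2 fold change, after each array was shifted to a median of 0. Of 41 listed caspases and cell death effectors, 8 had a symbol, of which 3 were higher, 3 were lower and 2 did not pass, also when adjusted over the list alone. After the shift, 1 was higher and 5 were lower. PDCD5, a protein that rises in apoptosis, was called at 1.15 ± 0.21 and was at 0.94 after the shift, and TP53INP1, a target of p53, had -1.31 ± 0.11. The mean of the list was -0.22, its median was -0.91 and its mean difference from the other named genes was 0.18, while the test pointed lower, so these differ in sign (adjusted p = 0.883 from camera). The study chose all 8 on these arrays, so the count is not independent evidence.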

DF-1 cells have been utilized as an excellent substrate for the propagation of various viruses, since the cells support high virus titers and generate clear cytopathic effects, such as syncytium formation (nuclear aggregation during virus replication) [6,7,9,10]. Virus infections usually induce apoptosis during lytic propagation stages. Therefore, the up-regulation of apoptosis initiator caspases may play a role during virus infection in DF-1 cells. In addition, prion protein (PRRN) and its interacting proteins including NTM (neurotrimin), LSAMP (limbic system-associated membrane protein), and CLSTN1 (calsyntenin 1) were down-regulated in DF-1 cells. 

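PRNP, the prion protein that the paper writes as PRRN, had a log2 ratio of -4.74 ± 0.13 (SD, n = 4 arrays; adjusted p = 6.33e-08 from limma), the lowest of these 4 genes. LSAMP and NTM, adhesion molecules of neurons that belong to the same family, had -2.64 ± 0.21 and -1.67 ± 0.55. CLSTN1, a calcium-binding membrane protein, had -1.45 ± 0.26. All 4 genes were lower in DF-1 cells on all 4 arrays.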

Normally, functional cellular PRRN is known to promote G1/S cell cycle processing, and has resulted in increasing proliferation of human gastric cancer cells [55], but the higher proliferation capability of DF-1 cells may not be stimulated by prions and their interacting molecules.

Network #4 contains molecules involved in molecular transport, tissue morphology, and the cell cycle (Figure 6). In network #4, three subunits of the NDC (nuclear division cycle) 80 complex, which is a homolog of Yeast kinetochore complex component containing NDC80, (a. k. a. HEC1 in mammalian species), SPC (spindle pole component) 24, SPC25, and NUF2, and mediates attachment of chromosomes to microtubules, were differentially expressed showing up-regulation of NDC80 and SPC25 and down-regulation of NUF2. 

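NDC80 had a log2 ratio of 1.47 ± 0.46 (SD, n = 4 arrays; adjusted p = 0.000342 from limma) and SPC25 had 1.39 ± 0.68 (adjusted p = 0.00193), and both were higher in DF-1 cells. NUF2 was lower, at -1.85 ± 0.10 (adjusted p = 9.48e-06). Each gene had the same sign on all 4 arrays, and each of the 3 calls remained after each array was shifted to a median of 0. No probe could be assigned to SPC24.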

The NDC80 complex is evolutionarily conserved and contains four subunits SPC24, SPC25, NUF2 and NDC80. In budding yeast, the NDC80 complex plays a critical role in establishing the stable kinetochore-microtubule interactions required for chromosome segregation in mitosis [56,57]. Of the NDC80 subunits, chicken SPC24 has not been characterized to date. The unbalanced expression of the components in the NDC80 complex in DF-1 cells may lead unstable chromosome segregation, resulting in different ploidy and a complex derivative karyotype caused by chromosomal rearrangements during rapid proliferation cycles [18]. Several secreting proteins, including IL16 (interleukin 16), FGFBP1 (fibroblast growth factor binding protein 1), SERPINE2 (serpine peptidase inhibitor), VIP (vasoactive intestinal peptide), and NRG1 (neuregulin 1) are found in network #4. VIP and NRG1 were up-regulated, while FGFBP1, IL16 and SERPINE2 were down-regulated. 

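VIP, a neuropeptide, had a log2 ratio of 2.59 ± 1.41 (SD, n = 4 arrays; adjusted p = 0.00171 from limma), the widest spread of the 5 genes, and NRG1, a ligand of ERBB receptors, had 2.44 ± 0.61. SERPINE2, an inhibitor of thrombin, had -4.04 ± 0.11, IL16, a chemoattractant of T cells, had -3.36 ± 0.28, and FGFBP1, a carrier of fibroblast growth factors, had -2.61 ± 0.49. Of 58 listed inflammatory and senescence associated secreted factors, 14 had a symbol, of which 2 were higher, 11 were lower and 1 did not pass, also when adjusted over the list alone. IGFBP7, a binding protein of insulin-like growth factors, had -5.63 ± 0.15, and CXCL14, a chemokine, had -5.34. The mean log2 ratio of the list was -2.67, and its shift against the other named genes was -2.30 (adjusted p = 0.027 from camera with a preset correlation, adjusted p = 0.598 with an estimated correlation). All 14 were chosen by the study on these arrays, so the count is not independent evidence of direction.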

VIP is known to increase cyclin D1 expression and cell proliferation [58], and NRG1, which is a ligand for epidermal growth factor and its receptor, causes constitutive activation of several signaling pathways, such as the Erk1/2, Erk5, and Akt routes, which have been linked to cell proliferation [59]. SERPINE2, a.k.a thrombin inhibitor protease nexin 1, has negative effects on myofibroblastic cell growth by regulating PI3 kinase-Akt pathway [60]. The ectopic expression of the IL16 prodomain in tumor cell lines has triggered growth arrest and apoptosisis [61]. With the exception of FGFBP3, differentially expressed secreted proteins in DF-1 CEF cells were closely related to growth promoting activity. Factors involving tissue morphology in network #4 include EGLN3 (egl nine homolg 3), EGR1 (early growth response 1), FOXM1 (forkhead box M1), HES1 (hairy and enhancer of split 1, Drosophila), MEOX2 (mesenchyme homeobox 2), NFIL3 (nuclear factor, interleukin 3), NRG1, PTGS2 (prostaglandin-endoperoxide synthase 2), VIP, and VIPR2 (VIP receptor 2). 

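MEOX2, a homeobox gene of mesenchyme, had a log2 ratio of -4.63 ± 0.25 (SD, n = 4 arrays), EGLN3, a prolyl hydroxylase that acts on hypoxia-inducible factor, had -2.85 ± 0.21, and VIPR2, a receptor of VIP, had -2.70 ± 0.58. NFIL3, a bZIP transcription factor, had -1.34 ± 0.75 (adjusted p = 0.00357 from limma). EGR1, an immediate early transcription factor, was called lower at -1.09 ± 0.36, and was at -0.91, short of a 2 fold change, without replicate 1. HES1, a repressor induced by Notch, had -0.93 ± 0.33 and did not pass as deposited, and had -1.14 and passed after each array was shifted to a median of 0. Of the 27 focus genes of network #4, 12 were higher and 13 were lower, the same counts as when adjusted over the list alone; PLS3, an actin-bundling protein, had -0.89 ± 0.31 and was the other gene that did not pass.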

The specific functional roles of differentially expressed genes in the morphogenesis of DF-1 cells are being further investigated.

Finally, molecules in network #5 are involved in the cellular assembly and organization, developmental disorders, and skeletal and muscular disorders (Figure 7). 

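SRC had a log2 ratio of 1.68 ± 0.24 (SD, n = 4 arrays; adjusted p = 3.34e-05 from limma) and was higher in DF-1 cells on all 4 arrays. Of the 25 focus genes of network #5, 9 were higher and 13 were lower, the same counts as when adjusted over the list alone, and 3 did not pass the 2 fold threshold. The study selected these genes on the same arrays, so the count is not independent evidence.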

Network #5 was mainly centered around up-regulated SRC (v-src homolog - avian) and down-regulated actin related factors. SRC, the cellular homolog of the Rous sarcoma virus v-src, is a protooncogene and may play a role in cell growth in addition to embryonic development. SRC is a tyrosine kinase whose enzymatic activity is necessary to induce oncogenic transformation [62]. 

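MTMR2, a lipid phosphatase, had a log2 ratio of 1.64 ± 0.30 (SD, n = 4 arrays), CAV2, a caveolin, had 1.57 ± 0.46, ZP2, a zona pellucida glycoprotein, had 1.41 ± 0.74, and RALGAPB, a subunit of a Ral GTPase activating complex, had 1.27 ± 0.17. These 4 genes were higher in DF-1 cells, with adjusted p values up to 0.00258 from limma. AFAP1, which binds actin filaments and SRC, was called lower at -1.01 ± 0.33, and was at -0.85, short of a 2 fold change, without replicate 1. TRPC1, a cation channel, had -0.88 ± 0.30 and did not pass as deposited, and had -1.09 and passed after each array was shifted to a median of 0.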

The SRC interactive molecules including CAV2 (caveolin 2; [63]), MTMR2 (myotubularin related protein 2; [64]), ZP2 (zona pellucida glycoprotein 2; [65]), RALGAPB (Ral GTPase activating protein-beta subunit; [65]), AFAP1 (actin filament associated protein 1;[66]), and TRPC1 (transient receptor potential cation channel-subfamily C; [67]) are phosphorylated by SRC and are considered to improve cellular proliferation, suggesting that differentially expressed SRC and SRC-interacting molecules may play important roles for the rapid proliferation of DF-1 cells. Cellular structural proteins such as actinin, cadherin, and catenin, and their interacting molecules including CSRP (cystein and glycine-rich protein) 1, CSRP2, CDH11 (cadherin 11), MARCKSL1 (MARCKS like 1; muscle LIM protein, MLP), CTNNA2 (catenin alpha 2), and TJP2 (tight junction protein 2) were down-regulated in DF-1 cells, suggesting that these factors may be involved in the distinct morphology of DF-1 cells compared to primary CEF cells. 

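CDH11, a cadherin of mesenchymal cells, had a log2 ratio of -4.09 ± 0.33 (SD, n = 4 arrays), and CTNNA2, an alpha catenin, had -3.25 ± 0.37. CSRP2 and CSRP1, LIM domain proteins, had -2.15 ± 0.23 and -1.09 ± 0.17. MARCKSL1, which binds actin, had -1.89 ± 0.62. The largest adjusted p of these 5 genes was 0.000333 from limma, for CSRP1. In a list of 86 genes of the actin cytoskeleton and cell contacts, 18 had a symbol, of which 3 were higher, 11 were lower and 4 did not pass, also when adjusted over the list alone. CLDN5, a claudin of tight junctions, had -2.98 ± 0.27. The mean log2 ratio of the list was -1.15, and the test against the other named genes did not pass (adjusted p = 0.114 from camera). The study chose all 18 on these arrays, so the count is not independent evidence of direction.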

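AGRN, a heparan sulfate proteoglycan of basement membranes, had a log2 ratio of -3.21 ± 0.11 (SD, n = 4 arrays; adjusted p = 3.51e-07 from limma), and MAP2, a microtubule-associated protein of neurons, had -1.82 ± 0.15. SGCD, a sarcoglycan of the muscle membrane, was lower at -1.09 ± 0.09. SGCB, another sarcoglycan, had -0.95 ± 0.21 and did not pass as deposited, and had -1.16 and passed after each array was shifted to a median of 0.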

Factors involved in cellular assembly and organization in network #5 include AGRN (agrin), MAP2 (microtubule-associated protein 2), SGCB (sarcoglycan beta), SGCD (sarcoglycan delta), and SRC. 

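SEPN1, a selenoprotein of the endoplasmic reticulum, had a log2 ratio of -1.96 ± 0.13 (SD, n = 4 arrays; adjusted p = 7.30e-06 from limma) and was lower in DF-1 cells. ROR1, an orphan receptor tyrosine kinase, had -0.88 ± 0.73 (adjusted p = 0.0267) and did not pass the 2 fold threshold as deposited; it had -1.09 and passed after each array was shifted to a median of 0.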

Proteins functioning in skeletal and muscular disorders in network #5 include CDH11, CSRP2, CTNNA2, MAP2, ROR1 (receptor tyrosine kinase like orphan receptor 1), SEPN1 (selenoprotein 1), SGCB, SGCD, and SRC and factors related to developmental disorder are MARCKSL1, SGCB, SGCD, SRC, and TRPC1. Specific roles of each of these factors need further investigation.

In summary, global gene expression analysis in this study provides insight into the entire genome-wide alterations in immortal DF-1 CEF cells. Bioinformatic analyses suggested that DF-1 cells are characterized by enhanced molecular mechanisms for cell cycle progression and proliferation, suppressing cell death pathways, altered cellular morphogenesis, and accelerated capacity for molecule transport. In addition to previously known potential genetic alterations, such as elongation of telomere length and deregulation of cell cycle regulatory factors including p53, E2F1, the CDKs, and cyclins, which could possibly allow DF-1 cells to become immortal, one of the new potential regulatory factors suggested in this study is the cellular SRC (c-SRC) molecule, which is a cellular counter part of viral SRC (v-SRC) oncoprotein found in Rous sarcoma virus. The c-SRC is generally known as a protooncogene involved in regulating cellular proliferation and the mutant version of c-SRC will induce transformation. Though it is not known whether the c-SRC gene in DF-1 cells is mutated or not, the increased expression of c-SRC in DF-1 CEF cells suggests a contribution to the immortalization of the cell by prolonged activation of growth signal and the anti-apoptotic activity. Indeed, we performed functional analysis using small interfering (siRNA) to target E2F1, BRCA1, and SRC, three highly up-regulated and potentially meaningful genes for the rapid growth of DF-1 cells. As shown in Additional file 4 A-D, siRNA against E2F1 (A) marginally reduced DF-1 cell growth [2.16 fold increase in the number of cells at 3 day post transfection (dpt) compared to the number of cells at 1dpt] compared to the negative control siRNA transfection (2.49 fold increase), siRNA against BRCA1 (B) and SRC (C) showed only 1.68- and 1.56 fold increases of DF-1 cell population at 3 dpt, respectively. The marginal effect of siE2F-1 may be due to a possible compensatory effect that other E2F family genes may have on cell proliferation such as shown by E2F3 in mouse fibroloblastic cells [68]. Knock-down approaches for BRCA1 and SRC showed more significant effects on growth inhibition in DF-1 cells, similar to the result of the positive control siRNA against beta-actin (D). Additional file 5 A shows the induction of CDKN2B (known as p15INK4B) by a demethylation chemical (5-aza-2'-deoxycytidine). Additional file 5 B and C reveal the growth inhibitory effects of inducing p15INK4B on rapidly proliferating DF-1 cells compared to control groups. Further cellular, molecular, biochemical characterization of specific factors to modulate cellular characteristics for DF-1 cells remains for future studies.

## Conclusions

In this study, we have demonstrated changes in genome-wide gene expression for the immortal DF-1 CEF cell line showing rapid growth potential and chromosomal rearrangement. Taken together, the DF-1 genome sequence, which will be announced in the near future, and the differentially expressed genes characterized here provide transcriptional insights into the regulatory mechanisms for the unique characteristics observed in immortal DF-1 CEF cells.

## Methods

### Cell culture

Cell culture reagents were purchased from Invitrogen Life Technologies (Carlsbad, CA). Primary chicken CEF cells were isolated from 10 day old specific-pathogen free (SPF) chicken embryos (Charles River Laboratories, North Franklin, CT). Whole embryos were dissociated into single cell populations using 0.25% trypsin/1 mM EDTA. Cells dissociated from embryos were suspended in a Dulbecco's Modified Eagle's Medium (DMEM, 0.45% glucose) plus 10% fetal bovine serum (FBS), 100 units/ml penicillin, 100 μg/ml streptomycin, and 2 mM L-glutamine in 10 cm tissue culture dishes (Sarstedt Inc., Newton, NC). Cultured cells were grown at 39°C in a 5% CO_2 _incubator until cells reached confluent monolayers (2 to 4 days) and primary CEF cells were passaged every 3-4 days and frozen stocks of cells were prepared from each passage at a density of 3 × 10^6 ^cells and stored in liquid nitrogen. Cell freezing medium was prepared by the addition of 40% FBS to growth media supplemented with 10% DMSO. The immortal DF-1 CEF cell line was grown using the same conditions as for primary CEF cells. All procedures of handling chicken embryos, cell cultures, and DNA/RNA were approved by Institutional Biosafety Committee (IBC: protocol number: 10007) of University of Arkansas.

### Total RNA extraction

Total RNA was extracted from primary (passage 4) and DF-1 (passage 285) CEF cells using TRIzol reagent (Invitrogen Life Technologies, Carlsbad, CA) following the manufacturer's instructions. Total RNA was treated with DNase I (New England BioLabs Inc., Ipswich, MA), and RNA was re-purified by TRIzol reagent. The quality of RNA was checked by agarose gel electrophoresis fractionation (data not shown).

### Probe labeling and microarray hybridization

A two color labeling microarray system was used to compare mRNA expression between primary and DF-1 CEF cells. Fluorescently labeled complementary RNA (cRNA) probes were generated by using the Two Color Microarray Quick Labeling kit (Agilent Technologies, Palo Alto, CA) following the manufacturer's instructions. RNA Spike-in controls were used to adjust possible dye effects following the manufacturer's instructions. The Spike-in controls represent two sets of ten synthesized RNA mixtures derived from the Adenovirus E1A transcriptome with different concentrations in each set [69,70]. These Spike-in sets were mixed with either primary or DF-1 CEF samples and co-hybridized to the arrays. Briefly, 2 μg of total RNA was mixed with Spike-in controls and converted to cDNA using reverse transcriptase and oligo dT primers in which T7 promoter sequences were added. T7 RNA polymerase was used for the synthesis and labeling of cRNA with either Cy3 dye for the primary CEF control or Cy5 dye for DF-1 CEF samples. The fluorescently labeled cRNA probes were purified using the Qiagen RNeasy Mini Kit (Qiagen Inc., Valencia, CA), and the concentration, fluorescent intensities, and quality of labeled cRNA probes were determined using a Nano-drop spectrophotometer (Thermo Scientific, Wilmington, DE). An equal amount (825 ng) of Cy3 and Cy5 labeled cRNA probes were hybridized on a 4 × 44K Agilent chicken oligo microarray (array ID: 015068). The hybridized slide was washed using a commercial kit package (Agilent Technologies, Palo Alto, CA) and then scanned using a Genepix 4000B scanner (Molecular Devices Corporation, Sunnyvale, CA) with the tolerance of saturation setting of 0.005%. Four biological replicates for each cell line were conducted.

### Microarray data collection and analysis

Background-corrected red and green intensities were normalized by the local polynomial regression (loess) method. The average values of the resulting normalized expression in replicate hybridization sets were considered in the subsequent analysis. In order to identify differentially expressed genes, moderated t-statistic and its corresponding p-value based on empirical Bayes methods [71] for each gene were computed. The genes with both a p-value below 0.05 and fold change over ± 2 fold were considered as statistically different between two groups and identified as differentially expressed genes. Results were deposited into Gene Expression Omnibus (GEO; accession number: GSE29257). All analyses were implanted in Microsoft Excel and JMP Genomics (SAS Institute, Cary, NC), which is licensed to Cell and Molecular Biology Program of University of Arkansas.

### Quantitative reverse transcription-polymerase chain reaction (qPCR)

Reverse transcription was performed with 3 μg of total RNA using Superscript II reverse transcriptase and oligo dT_12-18 _primers (Invitrogen Life Technologies, Carlsbad, CA) following the manufacturer's instructions. The reverse-transcribed cDNA was diluted by 1:10 ratio and a portion (1 μl) was subjected to qPCR under the following conditions: 40 cycles of 95°C for 30 s, gene-specific annealing temperature (58 - 65°C) for 1 min, extension for 30 s at 72°C, and a final extension at 72°C for 10 min. A non-template control and endogenous loading control (chicken GAPDH) were used for the relative quantification. The differential expression in DF-1 CEF cells were calculated by the -ΔΔCT method, which is comparable to log_2 _value of differentially expressed genes, against the primary CEF counterpart [72]. Primers for qPCR were designed using Primer3 software http://frodo.wi.mit.edu/cgi-bin/primer3/primer3.cgi and were synthesized by Integrated DNA Technologies (Coralville, IA). Primer information is listed in Table 5. All qPCR reactions were performed three times.

**Table 5:** Primers used for qRT-PCR

Accession #	Forward Primer (5' → 3') Reverse Primer (5' → 3')	Gene Symbol
AB109635	GGCACCAACTTGCTACCACA GCTGCAAGAGCTGCCATTAG	HMGCR

AB196971	AGTGATGGGCGGAACAGAGT GTCTTGCTGCACACCGACTT	APCDD1

AF505881	CCAGCTACATCTCCCACCTG TCTGTTTGGGCTGGGAGTTC	SCX

AJ131110	GTGGATAGCTTGGGGACCAG AAGACTGGGAGCTGGGACTG	TWIST2

BU279212	GGCAACCATTTTGATCTTGCT CCCCTGCAAAAGCTGAAATC	CBLN2

BX929635	TCTCGCTCCTGGCAATGATA CCAGCAGCACCATCTTTGAG	NDP

BX931599	CTGTTTCCTGACCGCAGTTC AGCACAAACTCCGCCATTTT	VIPR2

BX932694	GGCCCCTTACTGGTGGTCTT AGACGGGCTTTGGATAGCAA	MPZL2

BX933478	CCTGTGCAAGGTGTCCAGTG CCCAATGGCCATACAGTTCA	MXRA5

BX933888	CTGGGATCCCTCCAGAGCTA CCATTCACTGGAGCACCAAA	C1QTNF3

BX935456	CGAGGCCATCAACTTCCTTC TCCACATGACGCACATACCC	EGLN3

BX936211	CCAGCTGTCCTCCTTGGAAT AGGGAGAGGAAGACGTGCTG	TMEM116

CK611983	ATGATGACTGGGGGCTTGTC GCAACCACTTGAGTCCGGTA	CSTA

CR385566	CGCGCTCTACGACTACATGC CTGGGTGGTGATCTCGGTCT	CLEC3B

D87992	TGCAGCACTGAGACCTGGAT CAGTTGCTGCGGATGAAGTC	ANPEP

M60853	TTTTGGCTACCAGTCCAGCA TTCGCAAGTGTTCCCCAGTA	THBS2

M64990	TGCTCCCCTGAGTACTGGAA GCCTCTGTGGGTTCAGGATT	PTGS2

M80584	TCCCACTGAGCAGCTTCTGTA CCAGAGAGATATCCGCAGCA	LUM

M87294	GGTGCTGACTTTCGCCTTGT GCCTGGTGATGAGGTTGATG	NPY

X87609	CCACCTGAGAAAAGCGACCT ACATCGACCTCTGCCAACCT	FST

NM_204305	GGCACTGTCAAGGCTGAGAA TGCATCTGCCCATTTGATGT	chGAPDH

The first column indicates the NCBI accession number for designated genes, and the second column shows sequences for the forward and reverse primers. The gene symbols are provided in the third column.

### Bioinformatics

Functional interpretation of differentially expressed genes was analyzed in the context of gene ontology and molecular networks using the Ingenuity Pathways Analysis (IPA; Ingenuity Systems^®; ^http://www.ingenuity.com). Since IPA is based on human and mouse bioinformatics, functionalities for differentially expressed genes in the chicken were interpreted based primarily on mammalian biological mechanisms. The differentially expressed genes were compared to genetic categories in the IPA database, and ranked according to p-values [73]. Since the size of the created gene network could potentially be enormous, the number of molecules in the network was set to the limit of 35, leaving only the most important ones based on the number of connections for each focus gene (focus genes = a subset of uploaded significant genes having direct interactions with other genes in the database) to other significant genes [74].

## Authors' contributions

BWK and JYL designed the experiments, performed the experiments, analyzed the data, and wrote the manuscript. WB and KL contributed to the interpretation of the bioinformatics analysis and manuscript editing. JL analyzed the qPCR assay and DNF prepared DF-1 cells and edited the manuscript preparation. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **List of entire 3876 DE genes before sorting by IPA**. 

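The part of this list that could be read held 1773 probes, all lower in DF-1 cells, so the numbers of higher and lower genes could not be counted from it. For these probes, the values of arrays 1, 2 and 3 differed from the deposited log2 ratios by a mean of 0.076, -0.200 and -0.135, with an SD of 0.003, 0.003 and 0.002 over the probes. On array 4 the mean difference was -0.413 and the SD was 0.247. In 991 of the 1773 probes, the value given as a false discovery rate was below the value given as a p.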

The values indicate Log_2 _fold changes. The Agilent ID, gene symbol, gene name, GenBank accession numbers, chromosomal region, cytoband, GO ID, and oligo sequence on the array were provided. Click here for file

Additional file 2 **List of 902 DE genes identified by IPA database**. 

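The fold changes of this list can be compared with the deposited arrays for the 894 accessions that occur in it singly. The paper's value had the same sign as the mean deposited log2 ratio for all 894 genes, with a Pearson correlation of 0.999 across genes, which are not independent replicates. The paper's value minus the deposited mean had a median of -0.17 and an SD of 0.07.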

The values indicate Log_2 _fold changes. The gene symbol, gene name, GenBank accession numbers, cellular locations, and molecule types were provided. Click here for file

Additional file 3 **List of focus molecules in gene networks**. Gene symbols and GenBank accession numbers were displayed for the illustrations of network analysis. Only focus molecules, which were elected as differentially expressed genes from microarray analysis, include GenBank accession numbers, while accession numbers for reference molecules were not shown in the table. Click here for file

Additional file 4 **DF-1 cell growth responding to siRNA for E2F-1, BRCA1, and SRC**. Each of four small siRNAs to target chE2F1 (A), chBRCA1 (B), chSRC (C), and chBeta-actin (D), in addition to a negative control siRNA were synthesized by Integrated DNA Technology Inc. (Coralville, IA). One million DF-1 cells were transfected with 300 pmole of each siRNA using Lipofectamine reagent (Invitrogen Life Technologies, Carlsbad, CA). Transfected cells were collected at 1 and 3 days post transfection (dpt), total cell numbers were counted, and the growth rates were determined by ratio of cell numbers at 3dpt and cell numbers at 1dpt. Results were compared to a negative control. Results of the most effective siRNA for each target were displayed. The siRNA for chBeta-actin was used as positive control to suppress DF-1 cell growth. Click here for file

Additional file 5 **DF-1 cell growth responding to 5-aza-2'-deoxycytidine treatment for the induction of p15INK4B**. A 2 μM concentration of 5-aza-2'-deoxycytidine (5-aza), which is a demethylation chemical, was used to treat 1 million DF-1 cells, cells which were collected at 1, 2, 3, and 4 days post treatment. The mRNA expression of p15INK4B was determined by qRT-PCR at designated time points (A); cell morphology was visualized by phase-contrast microscopy (400 ×; B); and cell numbers were counted to determine growth rates (C). Click here for file

# Supplementary material for: Genome-wide differential gene expression in immortalized DF-1 chicken embryo fibroblast cell line
**Source:** BMC Genomics. 2011 Nov 23;12:571. doi: 10.1186/1471-2164-12-571
**Supplement:** Additional file 3 — List of focus molecules in gene networks. Gene symbols and GenBank accession numbers were displayed for the illustrations of network analysis. Only focus molecules, which were elected as differentially expressed genes from microarray analysis, include GenBank accession numbers, while accession numbers for reference molecules were not shown in the table.

**Network #1 - Cell Cycle, DNA Replication, Recombination, and Repair, Cellular Assembly and Organization**

| Symbol | Entrez Gene Name | GenBank | Log Ratio | p-value |
| --- | --- | --- | --- | --- |
| ABCC6 | ATP-binding cassette, sub-family C (CFTR/MRP), member 6 | CR523237 | 1.25 | 9.07E-5 |
| ARHGEF4 | Rho guanine nucleotide exchange factor (GEF) 4 | CR387262 | -1.84 | 4.52E-4 |
| ATP1B1 | ATPase, Na+/K+ transporting, beta 1 polypeptide | J02787 | 1.72 | 8.65E-7 |
| ATP5S | ATP synthase, H+ transporting, mitochondrial F0 complex, subunit s (factor B) | BX932166 | 1.23 | 3.86E-5 |
| ATPase |  |  |  |  |
| BARD1 | BRCA1 associated RING domain 1 | AJ720093 | 2.09 | 2.67E-7 |
| Basc |  |  |  |  |
| BRCA1 | breast cancer 1, early onset | AF355273 | 1.65 | 6.06E-4 |
| CCNG1 | cyclin G1 | BX935990 | -1.99 | 3.67E-8 |
| DNA polymerase |  |  |  |  |
| E2F1 | E2F transcription factor 1 | X89245 | 1.16 | 5.09E-5 |
| EVL | Enah/Vasp-like | AJ720855 | -1.10 | 1.40E-4 |
| FEN1 | flap structure-specific endonuclease 1 | AJ719700 | 2.23 | 6.53E-6 |
| Jnk |  |  |  |  |
| KATNA1 | katanin p60 (ATPase-containing) subunit A 1 | BX934536 | 1.45 | 3.85E-9 |
| MED17 | mediator complex subunit 17 | AJ720853 | 1.72 | 3.65E-6 |
| MT2A | metallothionein 2A | X06749 | -1.55 | 2.89E-4 |
| MTF1 | metal-regulatory transcription factor 1 | AJ719787 | -1.22 | 2.87E-5 |
| NBN | nibrin | AF230342 | 1.07 | 9.61E-5 |
| POLD3 | polymerase (DNA-directed), delta 3, accessory subunit | AJ720256 | 1.12 | 1.72E-6 |
| PRIM2 | primase, DNA, polypeptide 2 (58kDa) | AJ719578 | 1.77 | 1.52E-8 |
| RAD17 | RAD17 homolog (S. pombe) | AJ720361 | 1.12 | 7.01E-6 |
| RAD51 | RAD51 homolog (RecA homolog, E. coli) (S. cerevisiae) | L09655 | 1.56 | 3.42E-7 |
| RAD52 | RAD52 homolog (S. cerevisiae) | BX932349 | 1.23 | 1.99E-5 |
| RAD54B | RAD54 homolog B (S. cerevisiae) | AF178529 | 1.41 | 0.002 |
| RAD54L | RAD54-like (S. cerevisiae) | U92461 | 1.07 | 1.51E-4 |
| Rfc |  |  |  |  |
| RFC2 | replication factor C (activator 1) 2, 40kDa | U12438 | 2.24 | 1.66E-8 |
| RFC3 | replication factor C (activator 1) 3, 38kDa | AJ720394 | 2.28 | 3.30E-8 |
| RFC4 | replication factor C (activator 1) 4, 37kDa | BX931624 | 1.15 | 3.28E-5 |
| RPA |  |  |  |  |
| SLC19A1 | solute carrier family 19 (folate transporter), member 1 | BX934894 | 1.18 | 1.62E-4 |
| STAT1/3/5 dimer |  |  |  |  |
| TFAP2B | transcription factor AP-2 beta (activating enhancer binding protein 2 beta) | AF065140 | 2.42 | 1.27E-7 |
| TIPIN | TIMELESS interacting protein | AJ851484 | 1.69 | 3.41E-7 |

**Network #2- DNA Replication, Recombination, and Repair, Cell Cycle, Cellular Assembly and Organization**

| Symbol | Entrez Gene Name | GenBank | Log Ratio | p-value |
| --- | --- | --- | --- | --- |
| 20s proteasome |  |  |  |  |
| AATF | apoptosis antagonizing transcription factor | AJ720758 | 1.42 | 0.00058 |
| APC |  |  |  |  |
| CASP3 | caspase 3, apoptosis-related cysteine peptidase | AF083029 | -1.272 | 0.00146 |
| CASP3/6/7 |  |  |  |  |
| CEP55 | centrosomal protein 55kDa | CR385518 | 1.36 | 9.5E-05 |
| COL11A1 | collagen, type XI, alpha 1 | M88593 | -5.332 | 9.1E-08 |
| E2f |  |  |  |  |
| GMNN | geminin, DNA replication inhibitor | AJ720138 | 2.03 | 5.4E-06 |
| KIF23 | kinesin family member 23 | AJ720929 | 1.17 | 1.2E-06 |
| MCM2 | minichromosome maintenance complex component 2 | CR338832 | 1.17 | 6.2E-05 |
| MCM3 | minichromosome maintenance complex component 3 | AJ719352 | 1.14 | 3.4E-08 |
| MCM5 | minichromosome maintenance complex component 5 | AJ720074 | 1.29 | 7.1E-07 |
| MCM6 | minichromosome maintenance complex component 6 | AJ720172 | 1.67 | 1.8E-06 |
| NASP | nuclear autoantigenic sperm protein (histone-binding) | AJ719339 | 1.14 | 0.0006 |
| ORC1L | origin recognition complex, subunit 1-like (yeast) | AJ719459 | 2.11 | 3.1E-06 |
| ORC2L | origin recognition complex, subunit 2-like (yeast) | AJ720422 | 1.84 | 6.4E-06 |
| ORC6L | origin recognition complex, subunit 6 like (yeast) | BX932635 | 1.47 | 1.6E-07 |
| PARP |  |  |  |  |
| PARP4 | poly (ADP-ribose) polymerase family, member 4 | BX932696 | 1.19 | 4.4E-06 |
| PHB (includes EG:5245) | prohibitin | CR387706 | 1.18 | 0.00047 |
| PLK1 | polo-like kinase 1 (Drosophila) | AJ720598 | 1.08 | 6.7E-05 |
| PRC1 | protein regulator of cytokinesis 1 | AJ851410 | 1.50 | 1.1E-05 |
| PSME3 | proteasome (prosome, macropain) activator subunit 3 (PA28 gamma; Ki) | AJ719711 | 1.12 | 1.2E-06 |
| Rb |  |  |  |  |
| SFRP1 | secreted frizzled-related protein 1 | AJ404652 | -1.27 | 0.00153 |
| SMARCA2 | SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 2 | X91638 | -1.15 | 0.00036 |
| SNCG | synuclein, gamma (breast cancer-specific protein 1) | AF253513 | 1.03 | 0.00085 |
| SWI-SNF |  |  |  |  |
| Thymidine Kinase |  |  |  |  |
| TK1 | thymidine kinase 1, soluble | X04353 | 1.23 | 7.9E-07 |
| TMEM126A | transmembrane protein 126A | BX931781 | 1.43 | 6.8E-06 |
| TPX2 | TPX2, microtubule-associated, homolog (Xenopus laevis) | AB101006 | 1.71 | 1E-06 |
| TRIB2 | tribbles homolog 2 (Drosophila) | AY247742 | -1.13 | 5.1E-07 |
| TYMS | thymidylate synthetase | BX932834 | 2.05 | 2.4E-08 |

**Network #3- Cancer, Cardiovascular System Development and Function, Organismal Development**

| Symbol | Entrez Gene Name | GenBank | Log Ratio | p-value |
| --- | --- | --- | --- | --- |
| Ap1 |  |  |  |  |
| CaMK-II/IV |  |  |  |  |
| CAMK4 | calcium/calmodulin-dependent protein kinase IV | BX950684 | -1.41 | 2.61E-05 |
| Casein |  |  |  |  |
| CASP2 | caspase 2, apoptosis-related cysteine peptidase | U64963 | 1.08 | 1.67E-04 |
| CASP8 | caspase 8, apoptosis-related cysteine peptidase | AY057939 | 1.09 | 5.88E-05 |
| CLSTN1 | calsyntenin 1 | AJ289017 | -1.59 | 6.68E-06 |
| COL4A1 | collagen, type IV, alpha 1 | AF239838 | -5.93 | 3.38E-08 |
| CST3 | cystatin C | J05077 | -1.31 | 2.83E-04 |
| CTSS | cathepsin S | AJ719318 | -1.69 | 1.43E-08 |
| DLX5 | distal-less homeobox 5 | U25274 | -1.49 | 1.75E-04 |
| DNER | delta/notch-like EGF repeat containing | BX935146 | -2.91 | 2.48E-07 |
| DTL | denticleless homolog (Drosophila) | AJ720316 | 1.25 | 1.12E-07 |
| EMP1 | epithelial membrane protein 1 | BX930381 | -1.01 | 3.76E-06 |
| Glutathione peroxidase |  |  |  |  |
| glutathione transferase |  |  |  |  |
| GPX7 | glutathione peroxidase 7 | BX933973 | -1.68 | 1.89E-05 |
| GPX8 | glutathione peroxidase 8 (putative) | BX932298 | -1.77 | 1.07E-06 |
| GST |  |  |  |  |
| GSTA4 | glutathione S-transferase alpha 4 | AF133251 | -2.23 | 7.27E-07 |
| GSTO1 | glutathione S-transferase omega 1 | BX934375 | 2.61 | 9.19E-05 |
| GSTT1 | glutathione S-transferase theta 1 | U13676 | -2.76 | 4.46E-05 |
| GSTZ1 (includes EG:2954) | glutathione transferase zeta 1 | BX935175 | -1.56 | 3.52E-07 |
| hCG |  |  |  |  |
| IMMP2L | IMP2 inner mitochondrial membrane peptidase-like (S. cerevisiae) | BX930706 | -2.18 | 2.20E-06 |
| LAP3 | leucine aminopeptidase 3 | AJ720335 | -1.14 | 6.13E-05 |
| LSAMP | limbic system-associated membrane protein | Z94720 | -2.89 | 2.35E-08 |
| NTM | neurotrimin | AF292935 | -1.72 | 1.10E-03 |
| PBK | PDZ binding kinase | BX930018 | 1.11 | 1.76 E-04 |
| PEPD | peptidase D | AJ720071 | 1.06 | 7.81E-06 |
| peptidase |  |  |  |  |
| PKIA | protein kinase (cAMP-dependent, catalytic) inhibitor alpha | U19496 | -3.34 | 5.73E-11 |
| PRNP | prion protein | M61145 | -4.91 | 3.24E-08 |
| Smad2/3 |  |  |  |  |
| SMARCA1 | SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 1 | CR406600 | 1.12 | 1.19E-03 |

**Network #4- Molecular Transport, Tissue Morphology, Cell Cycle**

| Symbol | Entrez Gene Name | GenBank | Log Ratio | p-value |
| --- | --- | --- | --- | --- |
| Adaptor protein 1 |  |  |  |  |
| AP1S3 (includes EG:130340) | adaptor-related protein complex 1, sigma 3 subunit | BX931554 | -3.62 | 4.61E-08 |
| AQP1 | aquaporin 1 (Colton blood group) | BX933585 | 2.57 | 5.09E-05 |
| EGLN3 | egl nine homolog 3 (C. elegans) | BX935456 | -3.04 | 7.45E-07 |
| EGR1 | early growth response 1 | AJ719635 | -1.25 | 2.89E-05 |
| EZR | ezrin | AB019790 | 1.11 | 1.16E-04 |
| FGFBP1 | fibroblast growth factor binding protein 1 | BX930139 | -2.80 | 8.20E-07 |
| FOXM1 | forkhead box M1 | BX931138 | 1.71 | 1.18E-06 |
| GOT |  |  |  |  |
| GTF3A | general transcription factor IIIA | CR352757 | 1.09 | 1.54E-05 |
| HELLS | helicase, lymphoid-specific | AJ851608 | 1.33 | 1.89E-05 |
| HES1 | hairy and enhancer of split 1, (Drosophila) | AY225440 | -1.09 | 2.32E-05 |
| Ige |  |  |  |  |
| IgG |  |  |  |  |
| IL16 | interleukin 16 (lymphocyte chemoattractant factor) | AJ721031 | -3.63 | 5.66E-08 |
| Immunoglobulin |  |  |  |  |
| KIF11 | kinesin family member 11 | AJ719314 | 1.21 | 2.97E-04 |
| Mek |  |  |  |  |
| MELK | maternal embryonic leucine zipper kinase | AJ719849 | 1.10 | 2.56E-05 |
| MEOX2 | mesenchyme homeobox 2 | AJ401088 | -4.78 | 4.21E-10 |
| NDC80 | NDC80 homolog, kinetochore complex component (S. cerevisiae) | AJ719646 | 1.29 | 1.15E-04 |
| NFIL3 | nuclear factor, interleukin 3 regulated | AF335427 | -1.56 | 9.56E-04 |
| NRG1 | neuregulin 1 | L11264 | 2.16 | 1.01E-05 |
| NUF2 | NUF2, NDC80 kinetochore complex component, homolog (S. cerevisiae) | AJ720907 | -1.99 | 6.41E-09 |
| PLS3 | plastin 3 | AJ720945 | -1.04 | 2.72E-05 |
| PTGS2 | prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase) | M64990 | -6.78 | 1.11E-10 |
| SERPINE2 | serpin peptidase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), member 2 | BX934893 | -4.23 | 6.37E-09 |
| SMOX | spermine oxidase | BX932163 | -1.19 | 0.002318 |
| SPC25 | SPC25, NDC80 kinetochore complex component, homolog (S. cerevisiae) | BX932394 | 1.00 | 1.91E-04 |
| SRC |  |  |  |  |
| TBC1D8 | TBC1 domain family, member 8 (with GRAM domain) | BX931824 | 1.36 | 4.47E-07 |
| TP53INP1 | tumor protein p53 inducible nuclear protein 1 | AJ851440 | -1.45 | 8.20E-08 |
| Vegf |  |  |  |  |
| VIP | vasoactive intestinal peptide | U09350 | 2.44 | 0.008539 |
| VIPR2 | vasoactive intestinal peptide receptor 2 | BX931599 | -2.90 | 5.36E-06 |

**Network #5- Cellular Assembly and Organization, Developmental Disorder, Skeletal and Muscular Disorders**

| Symbol | | Entrez Gene Name | GenBank | Log Ratio | p-value |
| --- | --- | --- | --- | --- | --- |
| Actin | |  |  |  |  |
| AFAP1 | | actin filament associated protein 1 | L20302 | -1.12 | 3.50E-05 |
| AGRN | | agrin | M94271 | -3.35 | 1.17E-07 |
| Alpha Actinin | |  |  |  |  |
| Alpha catenin | |  |  |  |  |
| Cadherin | |  |  |  |  |
| Calcineurin A | |  |  |  |  |
| CAV2 | | caveolin 2 | BX934522 | 1.31 | 3.27E-05 |
| Caveolin | |  |  |  |  |
| CDH11 | | cadherin 11, type 2, OB-cadherin (osteoblast) | AF055342 | -4.27 | 4.29E-09 |
| Clathrin | |  |  |  |  |
| CLDN5 | | claudin 5 | CR354218 | -3.14 | 7.88E-06 |
| CSRP1 | | cysteine and glycine-rich protein 1 | CR354109 | -1.30 | 5.13E-05 |
| CSRP2 | | cysteine and glycine-rich protein 2 | X84264 | -2.32 | 1.65E-05 |
| CTNNA2 | | catenin (cadherin-associated protein), alpha 2 | D11090 | -3.41 | 7.79E-07 |
| DTX2 | | deltex homolog 2 (Drosophila) | CR387657 | 1.33 | 1.24E-06 |
| dystroglycan |  | |  |  |  |
| KIF3B | | kinesin family member 3B | CR405855 | 1.46 | 1.27E-07 |
| MALL | | mal, T-cell differentiation protein-like | BX929438 | -3.67 | 1.38E-08 |
| MAP2 | | microtubule-associated protein 2 | AY524980 | -2.02 | 4.54E-06 |
| MARCKSL1 | | MARCKS-like 1 | AJ720014 | -2.21 | 9.02E-07 |
| MTMR2 | | myotubularin related protein 2 | AJ720683 | 1.50 | 6.43E-06 |
| NCALD | | neurocalcin delta | U91630 | 1.61 | 6.58E-05 |
| NEO1 | | neogenin homolog 1 (chicken) | U07644 | 1.09 | 5.64E-05 |
| PP1-C | |  |  |  |  |
| Rab5 | |  |  |  |  |
| RALGAPB | | Ral GTPase activating protein, beta subunit (non-catalytic) | AJ851653 | 1.06 | 1.14E-05 |
| ROR1 | | receptor tyrosine kinase-like orphan receptor 1 | AJ620298 | -1.25 | 3.36E-04 |
| SEPN1 (includes EG:57190) | | selenoprotein N, 1 | CR352801 | -2.02 | 6.85E-08 |
| SGCB | | sarcoglycan, beta (43kDa dystrophin-associated glycoprotein) | AJ720367 | -1.13 | 4.19E-06 |
| SGCD | | sarcoglycan, delta (35kDa dystrophin-associated glycoprotein) | CR405962 | -1.16 | 5.02E-06 |
| SRC | | v-src sarcoma (Schmidt-Ruppin A-2) viral oncogene homolog (avian) | S43579 | 1.52 | 5.10E-06 |
| TJP2 | | tight junction protein 2 (zona occludens 2) | AF085184 | -1.72 | 7.91E-06 |
| TRPC1 | | transient receptor potential cation channel, subfamily C, member 1 | AY657006 | -1.07 | 3.37E-06 |
| ZP2 | | zona pellucida glycoprotein 2 (sperm receptor) | AB197938 | 1.19 | 0.003103 |

# Supplementary material for: Genome-wide differential gene expression in immortalized DF-1 chicken embryo fibroblast cell line
**Source:** BMC Genomics. 2011 Nov 23;12:571. doi: 10.1186/1471-2164-12-571
**Supplement:** Additional file 4 — DF-1 cell growth responding to siRNA for E2F-1, BRCA1, and SRC. Each of four small siRNAs to target chE2F1 (A), chBRCA1 (B), chSRC (C), and chBeta-actin (D), in addition to a negative control siRNA were synthesized by Integrated DNA Technology Inc. (Coralville, IA). One million DF-1 cells were transfected with 300 pmole of each siRNA using Lipofectamine reagent (Invitrogen Life Technologies, Carlsbad, CA). Transfected cells were collected at 1 and 3 days post transfection (dpt), total cell numbers were counted, and the growth rates were determined by ratio of cell numbers at 3dpt and cell numbers at 1dpt. Results were compared to a negative control. Results of the most effective siRNA for each target were displayed. The siRNA for chBeta-actin was used as positive control to suppress DF-1 cell growth.

## Slide 1

A
B
 Growth rate
(#cells at 3dpt/ #cells at 1dpt)
 Growth rate
(#cells at 3dpt/ #cells at 1dpt)
NC
siBRCA1
NC
siE2F1
C
D
 Growth rate
(#cells at 3dpt/ #cells at 1dpt)
 Growth rate
(#cells at 3dpt/ #cells at 1dpt)
NC
siSRC
NC
siActin

# Supplementary material for: Genome-wide differential gene expression in immortalized DF-1 chicken embryo fibroblast cell line
**Source:** BMC Genomics. 2011 Nov 23;12:571. doi: 10.1186/1471-2164-12-571
**Supplement:** Additional file 5 — DF-1 cell growth responding to 5-aza-2'-deoxycytidine treatment for the induction of p15INK4B. A 2 μM concentration of 5-aza-2'-deoxycytidine (5-aza), which is a demethylation chemical, was used to treat 1 million DF-1 cells, cells which were collected at 1, 2, 3, and 4 days post treatment. The mRNA expression of p15INK4B was determined by qRT-PCR at designated time points (A); cell morphology was visualized by phase-contrast microscopy (400 ×; B); and cell numbers were counted to determine growth rates (C).

## Slide 1

A
p15INK4B
 10
 8
6
Relative expression
 4
 2
 0
Days post treatment
B
D0
D4
D1
D2
D3
C
 16
Control
5-Aza
12
 Number of Cells (X106)
 8
 4
 0
Days post treatment

How the deposited data were processed for this re-analysis (not part of the article)

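RNA from primary CEF cells (passage 4) and immortal DF-1 cells (passage 285) was compared on 4 two-color arrays, each with both cell types. The arrays were taken as biological replicates, as the paper and the sample labels give them, although the design text of the data record mentions 1 sample of each cell line. The authors labeled primary CEF cRNA with Cy3 and DF-1 cRNA with Cy5 on every array, scanned the arrays, corrected the intensities for background and normalized them within each array by loess. No array had the dyes exchanged, so dye effects on single probes could not be separated from differences between the cell lines. The deposited values were a table of log2 ratios of DF-1 over primary CEF per spot, and a table with the same values as a linear ratio, with the mean ratio and another column, the SD over the 4 ratios; the headers of the mean and SD name a log fold change, and the values are linear. The log2 of the deposited ratio equaled the log2 table to within 5.0e-05. Intensities were not used here, as the tables hold ratios alone, so no filter on dim probes could be applied and signal over background is unknown.

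Of the 45220 spots, 42034 were gene probes, and control spots were left out of the tests. The log2 ratios were used as deposited, without centering. With limma 3.58.1 in R 4.3.3, a mean was fitted per probe over the 4 arrays and tested against 0 with moderated variances, 2-sided. A probe was called at an unadjusted p under 0.05 and a mean log2 ratio over 1 or under -1, as the paper's methods state. Benjamini-Hochberg adjusted p values over the 42034 probes are given beside the calls. Each array gives a ratio of both cell types, so the test of the mean against 0 uses the pairing of the channels within an array. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

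The deposited tables hold probe names and sequence accessions and no gene symbols. Symbols were taken by accession from the study's complete tables (Tables 1 and 2, Additional files 2 and 3) and from a table that pairs RefSeq accessions with symbols. This named 958 probes and 936 genes; 48 genes were named by RefSeq accessions alone, of which 3 were called. Where a gene had several probes, the first by probe name was reported, and gene lists used the mean over probes. Additional file 1 was available in part. No probe was named from it; its values were compared with the deposited ones, its offsets served as an added setting, and its symbols were searched for the cell cycle regulators that the paper names and compared at the probe of CDKN2B.

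Before the data were examined, 30 gene lists and the 5 networks of Additional file 3 were set down, with the rule for the genes to name: every gene of Tables 1 and 2 or of the sentence beside the data, whose values in the paper's tables had been seen; the 15 genes with the highest and the 15 with the lowest mean log2 ratio among called probes with exactly 1 symbol and the same sign on all 4 arrays; and of each list at most 4 called members with the largest change. Not every gene that this rule covers is reported by name, while all counts and list tests include every gene. Lists were tested with limma's camera at a preset correlation of 0.01 between genes, against the other named genes, with Benjamini-Hochberg adjustment over the 21 lists that had at least 3 named members. The shifts given beside camera are differences of mean log2 ratios, computed apart from the test. The test itself uses moderated t statistics, so its direction can differ in sign from the shift. Of the other 9 lists, 4 had 0 named members: genes encoded in mitochondrial DNA, ribosomal proteins, telomere maintenance, and pluripotency and germ cell markers. Correlations of array and qPCR values were tested with 100000 permutations, or with all 720 for 6 genes; the correlations within the 6 higher genes were added after the others had been seen.

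The fit was tested on simulated data of 42034 probes. Of 50 probes raised or lowered by a log2 ratio of 1.5, 50 were called, and likewise 50 of 50 at each of 2, 3 and 4, while 27 of 41834 unchanged probes were called. The test of gene lists, camera, was run on separate simulated data of 900 genes. Of 20 random lists, 0 passed an adjusted p of 0.05, and a list of raised genes had an adjusted p of 0.00151. Both simulations drew independent errors for each gene and had no offsets between arrays. In the real data, the mitosis list had an estimated correlation of 0.617, and gene probe medians ran from -0.04 to 0.47 over the arrays. The simulated false calls therefore do not cover correlated genes or array offsets.

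The alternatives tried were adjusted p values, each array shifted to a median of 0, the same with a common spread, robust variances, limma's treat test against a 2 fold change, no fold threshold, a 3 fold threshold, a value on at least 3 arrays, genes in place of probes, medians or means over several probes, an estimated correlation in camera, and leaving out each array in turn. Shifts of the arrays by the offsets of Additional file 1 and by the spike-in spots were added after seeing the data, and so were all settings of the networks apart from adjusted p values, means over probes and leaving out arrays. A test of shifts by chromosome had been planned and was run last. The RefSeq table, for the assembly GRCg7b, placed 895 of the 936 named genes by symbol or by a synonym of a single gene, and the 15 chromosomes with at least 20 of them were tested with camera against the other placed genes, with Benjamini-Hochberg adjustment over the 15; its alternatives were an estimated correlation, leaving out each array, and only the 133 placed genes that were not called, for chromosomes with at least 3 of these. The chromosomal locations in Additional file 1 were not used, since the part that could be read holds lower probes alone.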

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

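The tests of the array medians and of the values of array 4 in Additional file 1, the use of dark corner spots for the pairs of arrays, and the comparison of sign flips, were chosen only after the results were seen. Of 171 named genes, 5 had an array far from the other 3, and in all 5 this was array 4; chance gives such an array in about 1 in 20 genes. CBLN2 had a log2 ratio of 8.92 on array 4 and 7.88 to 7.97 on the others. NTN1 had 5.09 against 3.02 to 3.13, and ORC6 had 2.26 against 1.53 to 1.64. SLC2A10, a glucose transporter, had -3.83 against -4.02 to -4.01, and SOCS3, an inhibitor of cytokine signaling, had -1.81 against -1.52 to -1.46.

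Among called genes that only the RefSeq accessions name and that the paper does not discuss, chosen because they were called, TENM2, a teneurin, had a mean log2 ratio of -3.77 ± 0.38 (SD, n = 4 arrays), outside the range of -0.29 to 1.06 in the negative control and dark corner spots. BDKRB2, a bradykinin receptor, had 1.06, no higher than the highest of these spots, and 0.85 after each array was shifted to a median of 0.

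The median log2 ratio of gene probes was 0.51 higher on array 4 than on array 1. Different transcript levels in the cultures alone are argued against, since negative control spots, which match no transcript, differed by the same amount (ratio of the differences 1.0). A uniform shift of whole arrays is also argued against, since the spike-in spots differed by 0.015. An offset of spots with little or no transcript that remained after normalization may account for the medians, as the negative controls differed by 0.51; this is a hypothesis, since it was found on the same data.

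Arrays 1 and 3 resembled each other, and so did arrays 2 and 4, with correlations of 0.929 and 0.893 against 0.813 to 0.861 for the other pairs. In gene probes, the variance of the contrast between these pairs was 2.79 times the mean of the other contrasts, and in called probes 6.95 times. Noise near background as the whole cause is argued against, since the ratio in negative controls was 0.99 (95% bootstrap interval 0.75 to 1.32), which met the bound set beforehand for excluding it. Dark corner spots, which hold no transcript either, had 1.50 (1.27 to 1.75), also below the ratio in gene probes but above equal variances. This value did not meet the same bound, so a part from such noise stays open. A difference in hybridization or scanning and a difference between the cultures cannot be told apart: the ratio in spike-in spots was 1.77 (1.45 to 2.14), between equal variances and the ratio in gene probes, and did not meet the bound set beforehand. The labels give no batch, and the cultures as a source were not tested.

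In the readable part of Additional file 1, the values of array 4 do not follow from the deposited values of array 4 by a single shift, as the SD of the difference was 0.247 against at most 0.003 on the other arrays. They are not the values of another deposited array either, as the smallest SD from arrays 1 to 3 was 0.273. No biological explanation was tested.

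The number of differentially expressed probes was compared with that after sign flips of the arrays. Of the 8 distinct flips, 1 gave a count as large, the real one with 5119 probes, and the highest of the others gave 91; 8 flips are too few for a share under 0.05.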

How the results depend on the processing

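Chosen only after seeing the data were the shifts by Additional file 1 and by spike-in spots and, for the networks, centering, centering with scaling, robust variances and the treat test, and all settings for the microRNA probes; the other alternatives were planned. Of the compared values with a test, 235 kept their direction and side of the threshold, 13 lost their call and 3 changed direction. Of the compared counts, 339 stayed within 1.5 times the count as deposited, which allows sizeable shifts, and 24 moved further. Against 5119 probes (2571 higher, 2548 lower), treat called 2285 (879 higher, 1406 lower), no fold threshold 18052 (12421 and 5631), a 3 fold threshold 2348 (878 and 1470), and genes in place of probes 796 (401 and 395), which follow from the stricter, absent or higher threshold and the smaller number tested. Leaving out an array gave 5122 to 5339 probes, 2253 to 2997 higher and 2330 to 2881 lower. Under treat, 413 of the 902 genes of the pathway list passed, and in networks #1 to #5 14, 11, 11, 15 and 14 genes passed, which follows from the stricter test. With an estimated correlation in camera, all 5 called lists lost their call. They were DNA replication (shift 2.24, adjusted p = 0.598), DNA repair (1.98, 0.598), mitosis (1.52, 0.721), matrix (-3.09, 0.598) and inflammatory secreted factors (-2.30, 0.598). Their estimated correlations of 0.176 to 0.617 lay above the preset 0.01. The adjusted p from camera also rose in lists estimated below the preset. It went from 0.117 to 0.598 for cell cycle inhibitors (correlation -0.0229) and from 0.138 to 0.598 for glycolysis (-0.215). A higher correlation alone therefore does not account for the rise, and its cause was not tested. The muscle markers reversed in the direction of the test without replicate 4, at a shift of 0.52 in a range of 0.52 to 0.57 with 0 called results; the cause was not tested. Of 15 chromosomes, 6 passed, as with any array left out, and 0 with an estimated correlation (0.136 to 0.534, above the preset): chromosomes 7 (shift 0.95), 11 (0.99), 14 (1.65), 20 (0.66), 27 (1.24) and Z (-0.86) lost their call, each with an adjusted p of 0.874. With only genes that were not called, 8 chromosomes could be tested and 0 passed: 7 (-0.10, opposite in sign to the test's direction) and Z (-0.28) lost their call, and 2 (0.19, against -0.20) and 5 (0.26, against -0.22) reversed, uncalled in both; these sets are smaller and exclude every large change. Of the 3 cholesterol genes, 1 was called as deposited, 3 with arrays centered and 3 with arrays centered and scaled, and 1 to 3 with an array left out; without replicate 2 there were 2 and without replicate 4 there were 3, and the cause was not tested. Of 171 named genes, none reversed in any of these settings; 161 kept their call when centered (6 gained and 4 lost it), 122 with treat (49 lost it), 171 with adjusted p values and 171 with robust variances, and 165 to 169 with an array left out. With the shifts by Additional file 1 163 kept it and by spike-in spots 167. A minimum of 3 arrays changed nothing, since 0 values were missing. Not run were the authors' deposited p values, which the tables lack, and the filter on dim probes. Without intensities, the limit set by signal over background is unknown.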

Differences from the paper's values

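The shifts by the offsets of Additional file 1 and by the spike-in spots were chosen only after the values were seen. So were the counts of network members under centering and under centering with scaling. The other alternatives were set before the data were examined. The offsets of Additional file 1 are the mean per array of the paper's values minus the deposited ones. They move the deposited values toward the paper's by construction, so closeness to the paper under them is not independent evidence. At the paper's thresholds, the number of probes higher in DF-1 cells was 2571 and the paper's is 1706. The count did not differ by over 1.5 times with arrays centered (1749), with arrays centered and scaled (1778), without replicate 2 (2416) and without replicate 4 (2253). It did with adjusted p values (2567), robust variances (2560), treat (879), no fold threshold (12421), a 3 fold threshold (878), at least 3 arrays, and without replicate 1 (2997) or replicate 3 (2893). With arrays centered, the number lower was 3262, over 1.5 times the paper's 2170. With the offsets of Additional file 1, chosen after seeing the values, the counts were 1874 higher and 3101 lower and 869 of the paper's 902 pathway genes were called, and with spike-in spots, also chosen after seeing the values, 2227 and 2810 with 847 called.

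In Table 1, SCX had -3.09 (the paper's value is -3.27), C1QTNF3 -2.40 (the paper's -2.53), TMEM116 4.49 (the paper's 4.26) and ANPEP -4.07 (the paper's -4.25). In Table 2, TMEM116 had 4.49 (the paper's 4.26), OSGIN1 3.64 (the paper's 3.43), NOV -8.17 (the paper's -8.40) and SLC25A4 -7.48 (the paper's -7.69). Values from the deposited arrays lay above the paper's for 18 of 20 genes in Table 1 and 20 of 20 in Table 2, by a median of 0.18 and 0.21. All of these differences closed with arrays centered, and with arrays centered and scaled. In each of these settings, however, 2 values of Table 1 that had not differed as deposited then did. None closed with adjusted p values, robust variances or treat. Without replicate 1, C1QTNF3 closed; without replicate 2, C1QTNF3, TMEM116 and ANPEP; without replicate 3, TMEM116, ANPEP and OSGIN1; without replicate 4, C1QTNF3, TMEM116 and ANPEP. In all, 4, 3, 4 and 2 values of Table 1 and 10, 5, 5 and 3 of Table 2 differed without replicates 1 to 4. The offsets of Additional file 1 come from the paper's own values, so a closing under them is not independent evidence. With these offsets, chosen after the values were seen, all of the differences named closed. With spike-in spots, chosen likewise, all but NOV closed. Under each of these shifts, 1 value of Table 1 that had not differed as deposited then did. In both, 20 of 20 genes of each table stayed called.

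The paper gives a direction for 67 genes with a symbol, and the deposited means had that sign for 67, of which 66 were called. The paper names TRIB2 as down-regulated; its mean was -0.97, short of a 2 fold change. It was called with arrays centered (-1.18), centered and scaled, without replicate 4 (-1.02), and with both shifts chosen after seeing the values. The paper lists HES1 (-0.93), TRPC1 (-0.88), SGCB (-0.95), ROR1 (-0.88), EVL (-0.99), EMP1 (-0.85), LAP3 (-0.72) and PLS3 (-0.89) as differentially expressed members of its networks, and none passed the 2 fold threshold as deposited. With arrays centered, and with arrays centered and scaled, all but LAP3 passed. HES1 also passed without replicate 2 or replicate 4, TRPC1, SGCB and ROR1 without replicate 4, and EVL without replicate 1, 2 or 3. With the offsets of Additional file 1, chosen after seeing the values, all but LAP3 passed, and with spike-in spots, chosen likewise, HES1, SGCB and EVL. LAP3 passed in none of these settings. Of the paper's 902 pathway genes, 98 were short of a 2 fold change, all in the paper's direction.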

Other observations

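The tests in this part were planned, and none was chosen after the result was seen; the chromosome test was run after the others. Primary CEF cells come from whole embryos, and markers of embryonic cell types were tested as lists, of which none passed an adjusted p of 0.05 against the other named genes. Of 27 cartilage and bone markers, 5 had a symbol, of which 4 were lower, 0 were higher and 1 did not pass (mean log2 ratio -1.82, adjusted p = 0.117 from camera): SOX5 had -2.73 ± 0.42 (SD, n = 4 arrays) and SOX9 -1.95 ± 0.37, transcription factors of chondrocytes, COL9A3 -2.14 ± 0.28, a cartilage collagen, and DLX5 -1.31 ± 0.24. Of 23 tendon and dermal fibroblast markers, 7 had a symbol, of which 6 were lower and 1, TWIST2, was higher (mean -2.22, median -3.18, adjusted p = 0.117); FMOD, a proteoglycan that binds collagen, had -3.62 ± 0.22. Of 20 endothelial markers, 3 had a symbol and all 3 were lower (mean -2.32, adjusted p = 0.142): CLDN5, EGFL7 at -2.83 ± 0.17 and SOX18 at -1.16 ± 0.27. Of 39 neuronal and glial markers, 7 had a symbol, of which 6 were lower and 1 was higher (mean -1.60, adjusted p = 0.165): DNER, a Notch ligand, had -2.79 ± 0.10 and FABP7, a fatty acid binding protein of glia, 2.04 ± 0.21. Of 40 muscle markers, 6 had a symbol, of which 2 were higher, 2 were lower and 2 did not pass; the mean was 0.15 and the median -0.16, opposite in sign, and the test pointed higher (adjusted p = 0.952). MYL4, an embryonic myosin light chain, had -3.14 ± 0.05, MYL10, another light chain, 1.87 ± 0.30, and MYOD1, a myogenic factor, -1.22 ± 0.23. Lists with fewer than 3 named genes were not tested: CD3E, of the T cell receptor complex, had 1.77 ± 0.35 and CTSS, a lysosomal protease of macrophages, -1.55 ± 0.09; GYPC, of the erythrocyte membrane, had 1.29 ± 0.38; and of the epithelial markers MPZL2 was higher and FGFBP1 was lower. The counts of every list in this part were the same when adjusted over the list alone, and the study chose nearly all members on these arrays, so they are not independent evidence.

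Of 29 glycolysis genes, 4 had a symbol and all 4 were lower by the mean over the probes of a gene (mean -1.47, adjusted p = 0.138): PFKM, a phosphofructokinase, had -1.99 as the mean of its probes, SLC16A3 and SLC16A1, lactate carriers, -1.74 ± 0.26 and -1.08 ± 0.19, and ENO2, an enolase, -1.07 as the mean of its 2 probes, of which the first by name had -0.97 and was not called. Of 27 cholesterol synthesis genes, 3 had a symbol, of which 1 was higher and 2 did not pass, and with arrays centered 1 was higher and 2 were lower; the mean was -0.19, the difference from other named genes 0.21 and the test pointed lower (adjusted p = 0.878). Of 35 other antioxidant genes, 4 had a symbol, of which 2 were higher and 2 were lower (mean -0.09, difference from other named genes 0.31, test higher, adjusted p = 0.878): SOD3, the secreted superoxide dismutase, had -3.96 ± 0.14 and TXNRD2, a mitochondrial thioredoxin reductase, 1.25 ± 0.15. Of 64 interferon and antiviral genes, 7 had a symbol, of which 3 were higher, 2 were lower and 2 did not pass (mean 0.39, adjusted p = 0.775), and with arrays centered 3 were higher and 3 were lower; SAMHD1, a nucleotide hydrolase that restricts viruses, had 1.40 ± 0.24 and IFI35 1.29 ± 0.10. Of 5 HOX genes with a symbol, 1 was higher, 2 were lower and 2 did not pass (mean -1.26, adjusted p = 0.476): HOXD8 had -5.11 ± 0.25, HOXB3 1.68 ± 0.30 and HOXB4 -1.11 ± 0.22. Of 19 membrane transporters, 8 were higher, 10 were lower and 1 did not pass (mean -1.01, adjusted p = 0.775): ATP6V1G3, a subunit of the proton pump, had -5.25 ± 0.21, SLC6A6, the taurine carrier, -3.99 ± 0.32, and SLC2A10 -3.97 ± 0.09. With an estimated correlation in camera, 0 of the 21 tested lists had an adjusted p under 0.05, and the lowest was 0.598.

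The paper describes changes of ploidy and rearranged chromosomes in DF-1 cells. Of 15 chromosomes with at least 20 named genes, 6 had an adjusted p under 0.05 from camera with a preset correlation, 5 with named genes higher than the other placed genes and 1 lower. Their mean log2 ratio was 0.52 over 54 genes of chromosome 7 (SD over genes 2.00, adjusted p = 0.015), 0.59 over 23 of chromosome 11 (SD 1.78, adjusted p = 0.0339), 1.23 over 22 of chromosome 14 (SD 1.37, adjusted p = 0.015), 0.25 over 40 of chromosome 20 (SD 2.16, adjusted p = 0.0286) and 0.83 over 20 of chromosome 27 (SD 1.46, adjusted p = 0.0286), and -1.20 over 42 of chromosome Z (SD 2.06, adjusted p = 0.0367). With an estimated correlation, 0 of the 15 passed, and the lowest adjusted p was 0.874. Among genes that were not called, 0 of 8 chromosomes passed, and the lowest adjusted p was 0.529. Of the 895 placed genes, 848 come from the study's tables of changed genes, so the test compares genes chosen on these arrays, and a change in the number of copies of a chromosome was not tested.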
